# Decoding the 5′ nucleotide bias of PIWI-interacting RNAs

**DOI:** 10.1038/s41467-019-08803-z

**Published:** 2019-02-19

**Authors:** Chad B. Stein, Pavol Genzor, Sanga Mitra, Alexandra R. Elchert, Jonathan J. Ipsaro, Leif Benner, Sushil Sobti, Yijun Su, Molly Hammell, Leemor Joshua-Tor, Astrid D. Haase

## Abstract

PIWI-interacting RNAs (piRNAs) are at the center of a small RNA-based immune system that defends genomes against the deleterious action of mobile genetic elements (transposons). PiRNAs are highly variable in sequence with extensive targeting potential. Their diversity is restricted by their preference to start with a Uridine (U) at the 5′ most position (1U-bias), a bias that remains poorly understood. Here we uncover that the 1U-bias of Piwi-piRNAs is established by consecutive discrimination against all nucleotides but U, first during piRNA biogenesis and then upon interaction with Piwi’s specificity loop. Sequence preferences during piRNA processing also restrict U across the piRNA body with the potential to directly impact target recognition. Overall, the uncovered signatures could modulate specificity and efficacy of piRNA-mediated transposon restriction, and provide a substrate for purifying selection in the ongoing arms race between genomes and their mobile parasites.

## Abstract (web summary)

PIWI-interacting RNAs (piRNAs) are regulatory RNAs that bind to PIWI proteins to control transposons and maintain genome integrity. Here the authors characterized their binding specificity and reveal the 5′ nucleotide bias of the Drosophila Piwi protein, through mutation of its specificity loop.

## Introduction

PIWI-interacting RNAs (piRNAs) and their PIWI protein partners establish restriction of transposons in germ cells, and thus guard genomic identity^1–4^. Mutations in core piRNA pathway genes result in sterility and threaten the survival of a species. While mechanisms of piRNA biogenesis differ greatly from those of other small silencing RNAs, core concepts of small RNA-guided regulation of gene expression are conserved: At the heart of all RNA silencing mechanisms resides the RNA-induced silencing complex (RISC), which consists of a small non-coding RNA and its Argonaute protein partner (AGOs and PIWIs)^5^. Within RISC, the small RNA determines target specificity by complementary base-pairing, and the Argoanute protein initiates transcriptional or post-transcriptional silencing mechanisms^6,7^.

It has long been observed that several classes of small RNAs preferentially harbor a Uridine (U) at their 5′-most position, particularly piRNAs^8^. In contrast to the well-defined mechanism of microRNA (miRNA) biogenesis, processing of piRNAs from long single-stranded transcripts is poorly understood^9^. The 5′ ends of mature piRNAs are generated first, either by the action of the conserved endonuclease Zucchini(Zuc)/PLD6^10,11^ or by the slicer activity of a PIWI protein itself^8,12,13^. After association with PIWI proteins, the 3′ end of mature piRNAs is generated either by a second Zuc/PLD6-cut^14^, or by exonucleolytic trimming to resemble what is believed to be the footprint of the associated PIWI protein^14–16^. The resulting piRNAs are highly diverse in sequence and variable in length, and are best defined by the association with their PIWI partners.

While the first base of piRNAs is hidden within PIWI proteins, all other nucleotides could contribute to target recognition. The rules of their target engagement, however, remain largely elusive, and potentially range from fully complementary base-pairing to a seed-based recognition mechanism^17,18^. Together with the high diversity of piRNAs, with hundreds of thousands of unique sequences, and lack of sequence conservation, it remains unclear how target-specificity of these potent silencing pathways is regulated^4,8,12,19,20^.

One prominent feature restricts the enormous sequence space of mature piRNAs: they preferentially harbor a Uridine (U) at their 5′ most position. This 1U-bias is conserved across species and has also been observed for other classes of small RNAs^9^. While the molecular source of the 1U-bias and its function are poorly understood, the physical position of the small RNA’s first base within RISC is well-defined as anchored to a specialized pocket in the middle (MID) domain of Argonaute proteins, termed the specificity loop (SL)^21^. Based on structural data and in vitro binding studies, the SL has been proposed to establish the 1U bias by selecting for 1U small RNAs^16,22–25^. However, the recent observation of phased piRNA production by the endonuclease Zucchini (Zuc) implies 1U-specific processing of piRNA precursors instead^26,27^. Here, we investigate both hypotheses in vivo, using *Drosophila* as a model system. Our data support that the 1U-bias of Piwi-piRNAs is established by the consecutive and differential selection against all nucleotides but U, first during piRNA biogenesis and then by Piwi’s specificity loop. Furthermore, we uncover processing-dependent selection against U within the piRNA body with the potential to directly shape the piRNA-target repertoire. Overall, we propose that the complex establishment of an ultimate 1U-bias could provide a substrate for purifying selection to improve the specificity and efficiency of transposon silencing.

## Results

### The specificity loop (SL) contributes to but does not solely determine the 1U-bias

To directly probe the impact of the SL on the 1U-bias of piRNAs, we generated mutants for Piwi’s SL, characterized their associated piRNAs, and investigated their function in *Drosophila* ovaries and in ovarian somatic sheath cells (OSC)^28,29^. Our Piwi-SL mutants comprise three categories by design (Fig. 1a, b): (I) Substitute mutants exchange Piwi’s SL with the SL of other Argonaute proteins, whose physiological first nucleotide bias is well defined, including a 1C-bias (At AGO5)^22,24^ and equal first nucleotide distribution (Dm Ago3)^8,13^. (II) Synthetic loops were designed to weaken the 1U-fit based on available protein structures^21,30–34^, including a complete replacement of Piwi’s SL with a flexible stretch of three Glycine-Serine-Serine repeats (GSS). Finally, we generated a loop deficient (LD) mutation (III) that removes the SL entirely. 

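Small RNAs bound to tagged Piwi were sequenced from ovarian somatic sheath cells (OSC), cultured somatic cells of the fly ovary, in 20 libraries of 10 constructs. Piwi wt was sequenced in 5 libraries and Piwi-SL(Ago3), Piwi-SL(GSS) and the loop-deficient Piwi-LD in 3 libraries each. The loops of Aub, AtAGO1, AtAGO5, HsAGO2, HsAGO2 P>T and Piwi N>P were sequenced in 1 library each. The authors removed adapters with cutadapt 1.16 and reads of structural RNAs with STAR 2.5.4a, mapped the rest to dm6 and deposited counts of raw, uniquely mapped and multimapping reads per library, and counts of mapped reads of 20 to 30 nt by length. Raw reads ranged from 2861749 to 10745821 in wt (median 6336981), from 15790959 to 32060726 in Ago3 (median 27353318), from 8905795 to 26677105 in GSS (median 15801689), from 4040871 to 8610589 in LD (median 6150949) and from 4641639 to 77821659 in the single libraries.
Mapped reads, counted as unique mappers and multimappers with M ≤ 100, were 89.4% ± 3.82 of raw reads in wt (SD, n = 5), 91.2% ± 0.545 in Ago3 (SD, n = 3), 85.3% ± 9.91 in GSS (SD, n = 3) and 31.1% ± 8.66 in LD (SD, n = 3). Uniquely mapped reads were 34.3% ± 1.26 of mapped reads in wt, 30.6% ± 0.322 in Ago3, 29.8% ± 0.726 in GSS and 29.3% ± 0.786 in LD. Every LD library had a lower mapped share than every wt library, and every Ago3, GSS and LD library a lower unique share. In two-sided exact permutation tests these 4 differences each gave p = 0.0357, the smallest that 5 libraries against 3 allow, and an adjusted p = 0.0536 over 6 comparisons that share the wt libraries, so none passed the threshold of 0.05. For the mapped shares of Ago3 (p = 0.536) and GSS (p = 0.429), the same exact permutation test found no difference from wt.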

We purified FLAG-HA-tagged Piwi mutants (FH-Piwi-SL) from OSC and analyzed their associated small RNAs by Illumina sequencing (Fig. 1c). PiRNAs associated with Piwi-SL mutants were similar to wild type in length, targeting potential, and genomic annotation (Fig. 1d–f, Supplementary Fig. 1a, b). 

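Piwi-bound small RNAs of OSC had a similar mean length with the natural loop and those of Ago3 and GSS. For all constructs the antisense strand of transposons was their largest source, though at only 45.1% in Piwi-LD. Their antisense transposon reads were dominated by the Gypsy family, the group of LTR retrotransposons that the somatic piRNA pathway silences. Mean length over 20–30 nt was 25.8 nt ± 0.666 for wt (SD, n = 5), 25.9 nt ± 0.123 for Piwi-SL(Ago3) (SD, n = 3), 25.9 nt ± 0.861 for Piwi-SL(GSS) (SD, n = 3) and 25.5 nt ± 0.600 for Piwi-LD (SD, n = 3). The single libraries ranged from 23.8 nt for AtAGO1, in which 44.1% of the reads were 20–23 nt long, to 27.0 nt for HsAGO2. AtAGO1 lay below all 5 wt libraries (24.9 to 26.8 nt), and Aub, HsAGO2, HsAGO2 P>T and Piwi N>P above them. The length profiles of these 5 over 22–30 nt differed from the summed wt profile by a sum of 53.1 to 64.8 percentage points. Single wt libraries differed from it by 2.51 to 49.2, most in replicate 5. That library resembled Aub, HsAGO2, HsAGO2 P>T and Piwi N>P, with the same most frequent length of 27 nt. Its mapped share was 82.6%, theirs 80.6% to 84.1%, so loop and library cannot be told apart there. AtAGO5 and the summed profiles of Ago3, GSS and LD differed by 4.24 to 29.2, and single Ago3, GSS and LD libraries by 2.65 to 45.7. Antisense transposon reads made up 60.8% of the annotated reads of wt, 65.5% of Ago3, 66.3% of GSS and 45.1% of LD, and reads outside transposons, exons and introns 10.5%, 10.7%, 11.9% and 33.0%. Without the latter, the antisense transposon share was 67.9% in wt, 73.3% in Ago3, 75.3% in GSS and 67.2% in LD. The LD annotation counts all mapped reads, of which 54.8% were 20–30 nt long. In the paper's counts of antisense transposon reads (Supplementary Data 3), Gypsy held 91.6% in wt, 92.0% in Ago3, 92.0% in GSS and 88.9% in LD, followed in wt by Jockey (5.30%), Pao (1.58%), Copia (0.944%) and LOA (0.192%).

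**Figure D1:**
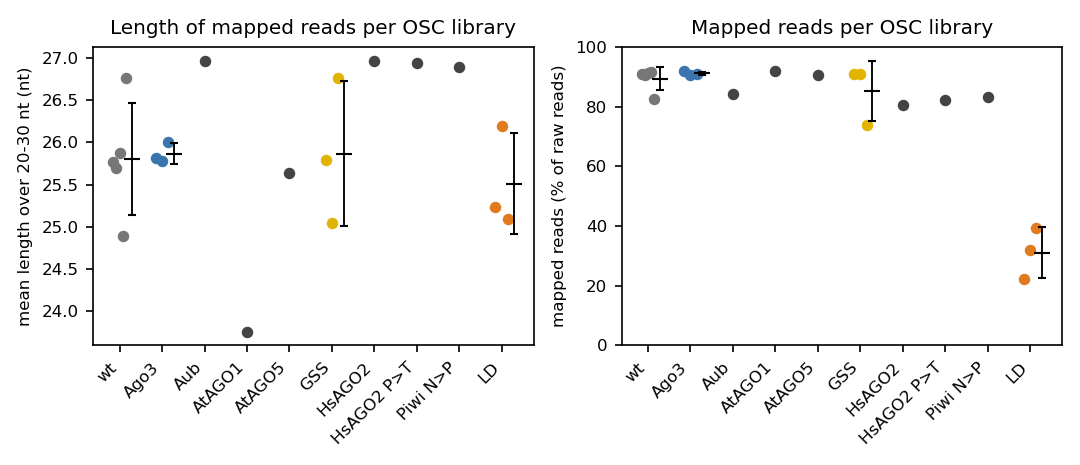
Left, mean length in nt of the 20–30 nt reads of each OSC library, and right, mapped reads as percent of raw reads. Each point is 1 library, and for constructs with replicates the black mark shows the mean and its SD. The LD libraries lie between 22.1% and 39.4% mapped reads, below all others.

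For the mean lengths of Ago3, GSS and LD no difference from wt was found (two-sided exact permutation test, adjusted p = 0.786 for each of 3 comparisons). Spearman's rho of the 27 family shares against wt ranged from 0.780 for LD to 0.956 for Ago3, across families, which are not independent replicates. Among families with at least 1000 reads in both libraries, R1 was at 17.2 times and CR1 at 9.41 times the wt share in LD, the P element at 2.08 times in HsAGO2, and Copia at 2.06 to 2.31 times in Aub, HsAGO2, HsAGO2 P>T, Piwi N>P and LD. LOA, with fewer reads in LD, was there at 0.307 times the wt share. The deposited annotation has 1 library per construct, the totals of HsAGO2 and HsAGO2 P>T equal each other's mapped reads and that of LD equals replicate 2, while those of wt, Ago3 and GSS match no library.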

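Uridine was by far the most frequent first nucleotide of Piwi-bound reads for every loop tested in OSC. In the paper's counts of first nucleotides (Supplementary Data 3, 1 library per construct), 1U made up 74.6% of the wt reads (exact Clopper-Pearson 95% interval 74.58 to 74.64%). It was lower for 8 of 9 mutant loops, at 69.4% for Piwi-SL(Ago3), 68.7% for Piwi-SL(GSS), 72.5% for Aub, 71.6% for AtAGO1, 67.7% for AtAGO5, 67.8% for HsAGO2, 72.8% for HsAGO2 P>T and 73.5% for Piwi N>P, and higher for Piwi-LD at 77.0% (95% interval 76.9 to 77.1%, the widest). Reads that start with C made up 9.45% in wt and between 10.1% (AtAGO5) and 16.7% (Aub) in the mutants, 1.07 and 1.77 times the wt share. The loop of AtAGO5, which belongs to a plant Argonaute with a 1C-bias, had the smallest share of 1C among the mutants and the largest share of 1A, at 12.2%.
The counts equal the deposited number of 24–29 nt reads of a library for 7 of 10 constructs and reach 99.8% of it for wt, Ago3 and GSS. Reads of 24–29 nt were 89.9% of the deposited 20–30 nt reads in the wt library concerned, 88.7% in Ago3, 88.5% in GSS and 87.8% in LD. Intervals cover counting error only, since reads of a PCR library are not independent molecules, and with 1 library per construct no difference between constructs could be tested.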

Surprisingly, while most alterations to Piwi’s SL slightly reduced the 1U frequency of Piwi-piRNAs, none of the mutants abrogated the observed 1U-bias, thus suggesting an SL-independent establishment (Fig. 1g, Supplementary Fig. 1c).

**Fig. 1:**
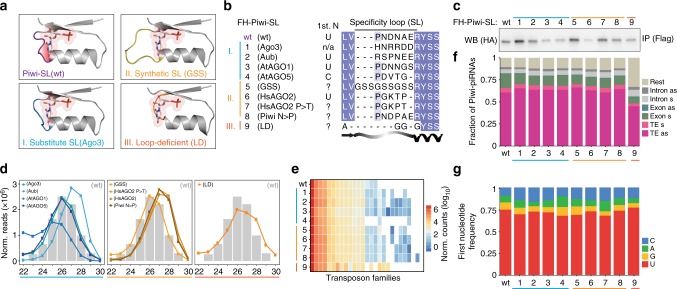
The Specificity Loop (SL) contributes to, but does not solely determine the 1U bias of Piwi-piRNAs in ovarian somatic sheath cells (OSC). **a** Structural model of Piwi’s SL and of SL mutants in complex with monophosphorylated Uridine (U) based on the crystal structure of SIWI (PDB 5GUH). The SL is highlighted in purple for wild type (wt), blue for the substitute SL from Dm Ago3, yellow for the synthetic 3× (GSS) loop, and orange for the GGG linker in the loop deficient (LD) mutant. The recognition interface between the SL and the Uracil nucleobase is indicated in red for wt. **b** Flag-HA (FH) tagged Piwi constructs harboring wild type (wt) or mutant specificity loops (SL) (FH-Piwi-SL). The first nucleotide preference of small RNAs that are physiologically associated with the original Argonaute protein is indicated (1st N). **c** FH-Piwi-SL proteins were expressed in OSC, immunoprecipitated (IP) using anti-FLAG antibody, and detected by western blotting (WB) by anti-HA antibody. **d** Nucleotide (22-30nt) length distribution of FH-Piwi-SL-piRNAs that associate with wt (gray) and the three categories of SL mutants. **e** Annotation of FH-Piwi-SL-piRNAs by their antisense targeting-potential for different transposon families. **f** Genomic origin of FH-Piwi-SL-piRNAs with respect to annotation categories in sense (s) and antisense (as) orientation. **g** Nucleotide frequencies at the first position of FH-Piwi-SL-piRNAs. [*M* ≤ 100: Unique mapping reads and primary alignments of multimapping reads are considered for the analyses represented in **d**–**g**; read length was restricted to 24–29nt for analyses presented in **e**–**g**]. (See also Supplementary Fig. 1 and Supplementary Data 3.)

### The identity of Piwi’s SL is not required for Piwi’s function in vivo

To re-evaluate this observation in vivo, and to investigate the biological impact of alterations to Piwi’s SL, we characterized Piwi-SL mutants in *Drosophila* ovaries. 

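Ovary small RNAs were sequenced from immunoprecipitated Piwi in 4 libraries, 1 each for the transgenes wt, Ago3, GSS and LD, and from total RNA in 15 libraries, 3 for each of 5 genotypes. These were heterozygous controls, piwi null ovaries and null ovaries that express the wt, Ago3 or GSS transgene. The authors trimmed, mapped and deposited counts for these libraries in the same way as for OSC. Raw reads of the Piwi libraries were 24979756 for wt, 6631083 for Ago3, 11555117 for GSS and 20134945 for LD, of which 73.7%, 68.6%, 78.5% and 85.2% mapped. Raw reads of the total libraries ranged from 2176442 to 36331026 in controls (median 19564671), from 7445288 to 22334362 in null ovaries (median 11096595), from 11406096 to 27194879 with the wt transgene (median 12570446), from 8794857 to 10261458 with Ago3 (median 9825749) and from 110971 to 16394007 with GSS (median 9938277).
In total RNA, reads of piRNA length had their lowest mean share in piwi null ovaries. Reads of 24–29 nt made up 77.0% ± 4.20 of the 20–30 nt reads in controls (SD, n = 3), 59.7% ± 7.03 in null ovaries (SD, n = 3), 76.2% ± 4.98 with the wt transgene (SD, n = 3), 73.4% ± 2.29 with Ago3 (SD, n = 3) and 61.8% ± 7.93 with GSS (SD, n = 3). This share differed among the 5 genotypes (permutation test of the sum of squares with 100000 resamples, p = 0.0148, and p = 0.0467 when genotypes were permuted within the index pools that replicates share), but not without replicate 1 of each genotype (p = 0.159 in the same permutation test). In GSS the share was 64.6% in replicate 1, a library of 110971 raw reads, 67.9% in replicate 2 and 52.8% in replicate 3, in which 32.3% of the reads were 30 nt long. Without these its share was 78.0%. Without 30 nt reads in any library the same permutation test gave p = 0.0243. Null ovaries alone were lower than controls in 3 of 3 libraries, at p = 0.10 in a two-sided exact permutation test, the smallest that 3 against 3 allow. Mapped shares (p = 0.0901) and unique shares (p = 0.375) did not pass the same permutation test over 15 libraries, but mapped shares did without replicate 1 of each genotype (p = 0.0166 in the permutation test) and unique shares without replicate 3 (p = 0.002 in the permutation test). The deposited lengths cover between 3.72% and 45.8% of the mapped reads of the controls, and at least 85.2% in the other genotypes.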

FH-Piwi-SL(Ago3) and FH-Piwi-SL(GSS), restored fertility and ovary morphology in a *piwi* null background similar to a wild type rescue construct, but in contrast to the loop-deficient mutant (Piwi-LD) (Fig. 2a, and Supplementary Fig. 2a–c). The potential of Piwi-SL-mutants to restore *piwi* function correlated with their ability to form functional Piwi-piRISC, as indicated by the accumulation of nuclear FH-Piwi-SL protein^35,36^ (Fig. 2b). Thus, a particular primary sequence of Piwi’s SL is not required for Piwi function in vivo, but complete removal of the SL likely impairs protein folding and consequently piRISC formation as previously described^36,37^. PiRNAs associated with Piwi-LD (in *piwi* > Gal4 heterozygous flies (indicated by *)), however, closely resemble those associated with other SL mutants and Piwi wt in length (Fig. 2c), targeting potential (Fig. 2d), and genomic annotation (Fig. 2e). 

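Ovary piRNAs bound to Piwi mutants were most often antisense to transposons, as for wt, with a smaller part from Gypsy elements and a larger part from R1 and from the sense strand of transposons. In the paper's counts (Supplementary Data 4), Gypsy held 68.7% of the antisense transposon reads of wt, 44.3% of Ago3, 52.7% of GSS and 32.3% of LD, and the non-LTR element R1 6.29%, 13.8%, 13.0% and 18.2%. Jockey held 10.4% in wt and 20.9% in LD, and the DNA transposon hAT-hobo was at 4.30 times the wt share in Ago3, 2.34 times in GSS and 5.57 times in LD. Reads sense to transposons made up 11.9% of the deposited annotation in wt, 24.6% in Ago3, 21.3% in GSS and 28.9% in LD, and antisense reads 54.3%, 47.0%, 54.6% and 58.8%. In the paper's cluster counts (Supplementary Data 6), flamenco, the main piRNA cluster of the somatic follicle cells, held 46.9% of the cluster reads of wt, 16.1% of Ago3, 32.4% of GSS and 19.0% of LD, while 42AB, a germline cluster on chromosome 2R, held 17.6%, 43.4%, 32.9% and 40.8%.

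**Figure D2:**
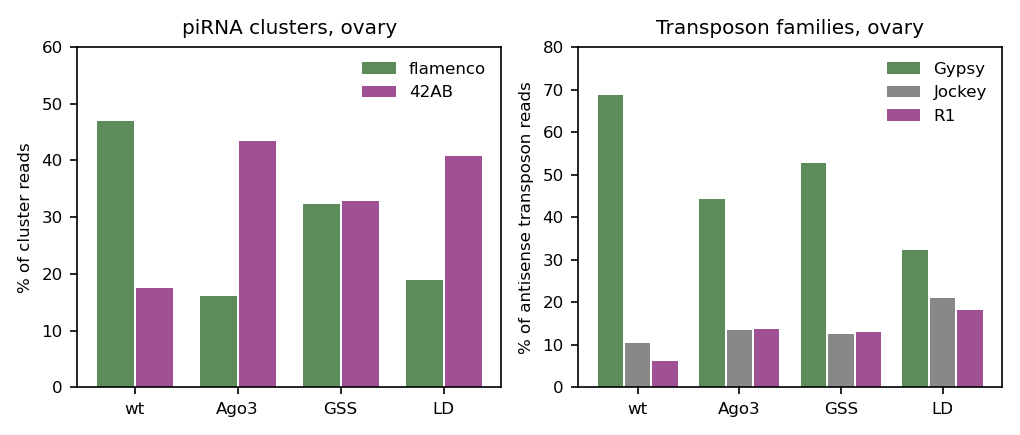
Left, share of all ovary cluster reads held by the clusters that overlap flamenco and by 42AB, and right, share of antisense transposon reads in the Gypsy, Jockey and R1 families, both in percent for the 4 Piwi libraries from ovaries. Each bar is 1 library without replicates, and flamenco lies between 16.1% and 32.4% in the mutants, below its share in wt.

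Mean length over 20–30 nt was 26.5 nt in wt, 26.9 nt in Ago3, 26.7 nt in GSS and 25.0 nt in LD, in which the most frequent length was 25 nt against 27 nt in the others. The family shares of the mutants correlated with wt at Spearman's rho of 0.966 (Ago3), 0.988 (GSS) and 0.937 (LD) across 23 families. There is 1 library per transgene, so no difference was tested, and the LD annotation covers its 24–29 nt reads while the other annotations cover all mapped reads. The deposited genotype label of the LD library names homozygous flies where the paper names heterozygous ones. By the paper, the wt, Ago3 and GSS libraries came from rescued piwi null ovaries, so LD differs from wt in genotype as well as loop.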

As in OSC, Piwi-piRNAs maintained a 1U-bias in SL mutants with 1U frequencies above 60% in all experiments (Fig. 2f). 

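In ovaries, 1U was the most frequent first nucleotide with every transgene, and 1C was more frequent in each mutant library than in wt. In the paper's counts of first nucleotides (Supplementary Data 4), 1U made up 77.9% of the wt reads (95% Clopper-Pearson interval 77.85 to 77.90%), 71.5% of Ago3, 74.0% of GSS and 68.1% of LD. 1C made up 9.26% in wt, 13.7% in Ago3, 12.2% in GSS and 14.8% in LD, which is 1.48, 1.32 and 1.60 times the wt share. 1A ranged from 6.45% in GSS to 9.99% in LD and 1G from 6.32% in wt to 7.35% in GSS. These counts equal the deposited number of 24–29 nt reads of each library, 13404465 in wt, 3099252 in Ago3, 6882686 in GSS and 11906858 in LD. All 3 mutant libraries lay below wt in 1U by more than counting error, but a single library per transgene gives no measure of the spread between flies. By the paper, LD also differs from the others in genotype.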

Taken together, our comprehensive characterization of Piwi-SL mutants revealed that the 1U-bias of Piwi-piRNAs is established independently of but reinforced by Piwi’s SL. Our SL mutants eliminate SL-dependent nucleotide selection in the first position but retain the ability to associate with Zuc-dependent piRNAs. Thus, they likely grant an unrestricted view on piRNA 5′-termini generated by the Zuc-processor complex, which are otherwise rapidly degraded in the absence of their Piwi protein partner^38,39^.

**Fig. 2:**
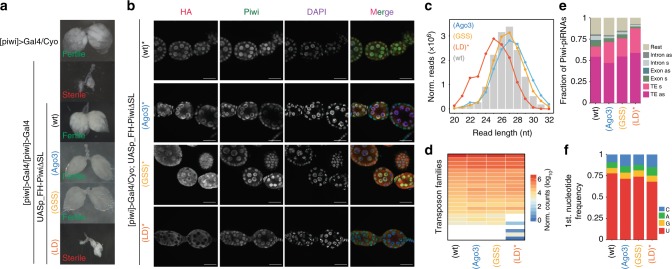
The identity of Piwi’s SL is not required for Piwi’s function in vivo. **a** Flies expressing Gal4 instead of Piwi from the *piwi*-promoter ([piwi]>Gal4) are heterozygous fertile, but homozygous sterile. A Gal4-inducible Piwi transgene (UASp_FH-Piwi(wt)) and select SL mutants rescue fertility and ovarian morphology. **b** Localization of FH-Piwi-SL transgenes (IF: anti-HA) and all Piwi (IF: anti-Piwi) in piwi heterozygous (*) ovaries. **c** Nucleotide (nt) size distribution of piRNAs that associate with FH-Piwi wt (gray) and SL mutants. [PiRNAs associated with FH-Piwi-SL(wt), FH-Piwi-SL(Ago3), and FH-Piwi-SL(GSS) were purified from rescued piwi null ovaries. FH-Piwi-SL(LD)-piRNAs were purified from piwi heterozygous flies (*)]. Scale bars indicate 20 µm. **d** Annotation of piRNAs by their potential to target different transposon families by antisense complementarity. **e** Genomic origin of piRNAs with respect to annotation categories in sense (s) and antisense (as) orientation. **f** Nucleotide frequencies at the first position of FH-Piwi-SL piRNAs. [*M* ≤ 100: Unique mapping reads and primary alignments of multimapping reads are considered for the analyses represented in **d**–**f**; read length was restricted to 24–29 nt for analyses presented in **d**–**f**.] (See also Supplementary Fig. 2 and Supplementary Data 4.)

### Preferences during piRNA biogenesis establish sequence restrictions

To characterize potential processing preferences that could extend beyond the first position of mature piRNAs in the context of the precursor transcripts, we collapsed all uniquely mapping piRNAs by their 5′ end (position 0), extended their genomic interval, and calculated nucleotide frequencies for each position within a 101 nt window (Fig. 3). This metagene analysis revealed that the U-rich mature 5′ ends of Piwi-piRNAs reside in a relatively U-poor and G-rich environment, which spans the observed piRNA body (0 to +25; indicated in gray) and one piRNA length upstream (−1 to −25) (Fig. 3a). 

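Upstream of the piRNA 5′ ends of OSC, in wt, Piwi-SL(Ago3) and Piwi-SL(GSS), U was less frequent and G more frequent within a piRNA length than further away. The paper's counts (Supplementary Data 5) were held for 48 of the 101 positions, from −50 to −3, and do not include the piRNA itself. In wt, the share of U at positions −24 to −3 minus that at −50 to −28 was −1.85 percentage points ± 0.176 (SD, n = 3), and G 24.5% ± 0.300 near against 22.1% ± 0.158 far from the 5′ end. The same direction held in all 6 libraries of Piwi-SL(Ago3), where the difference in U was −1.73 points ± 0.0819 (SD, n = 3), and of Piwi-SL(GSS), where it was −1.52 points ± 0.188 (SD, n = 3). In Piwi-LD it was 0.0186 points ± 1.75 (SD, n = 3), and in LD replicate 1 the direction was the opposite, with 1.99 points more U near the 5′ end and 21.3% G near against 22.8% far. Between wt and the 6 libraries of Ago3 and GSS, the difference in U did not pass the test (two-sided exact permutation test, p = 0.143). G was lower than in every wt library in 6 of 6 both near the 5′ end (22.8% ± 0.0530 in Ago3 and 21.6% ± 1.18 in GSS) and far from it (21.0% ± 0.0964 and 20.3% ± 0.655), each at p = 0.0238 in the same exact permutation test, the smallest that 6 against 3 allow.
The counts are of 24–29 nt reads and come to 79.6% to 82.7% of the deposited uniquely mapped reads of all lengths of the wt libraries, which number 2060710 to 3400099. The 2 windows were chosen after the values had been seen.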

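One piRNA length upstream of the 5′ end, U was enriched in Piwi-bound small RNAs of OSC, and the peak was lower with the loops of Ago3 and GSS than with the natural one. U at positions −27 to −25 exceeded the mean of the other positions by 5.23 percentage points ± 0.100 in wt (SD, n = 3), 4.13 points ± 0.158 in Piwi-SL(Ago3) (SD, n = 3) and 3.88 points ± 0.200 in Piwi-SL(GSS) (SD, n = 3). The height of the peak fell in 6 of 6 mutant libraries (two-sided exact permutation test, p = 0.0238), although U at the peak itself was higher, at 33.4% ± 0.188 in wt, 34.2% ± 0.239 in Ago3 and 35.2% ± 1.57 in GSS. Outside the peak, levels examined after the peak height had been seen, U was 28.2% ± 0.236 in wt, 30.1% ± 0.209 in Ago3 and 31.3% ± 1.37 in GSS, also higher in 6 of 6. In the 3 Piwi-LD libraries the height was 4.75, 3.99 and 1.86 points. U was highest there at −19, −37 and −25, so a peak at 1 piRNA length is not clear in LD. Purines at −26 made up between 44.6% and 45.2% in wt and between 42.1% and 45.2% in Ago3 and GSS, against 47.5% to 50.3% at the other positions of these 9 libraries.

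**Figure D3:**
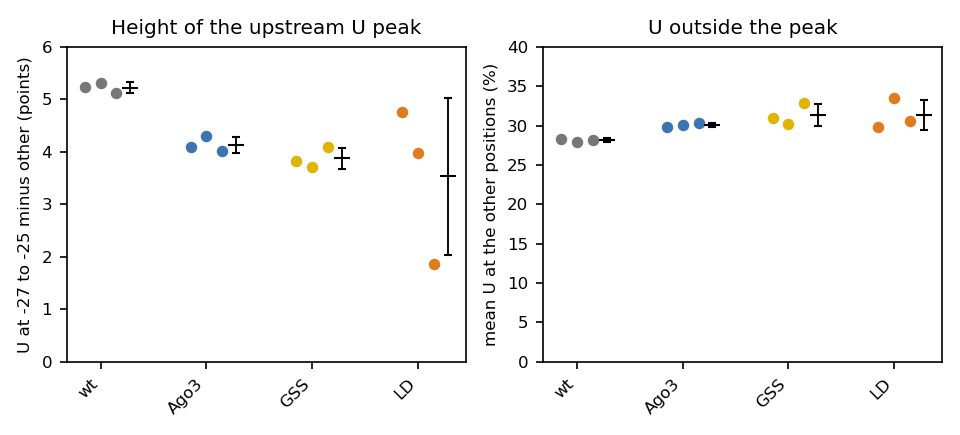
Left, height of the upstream U peak in percentage points, and right, mean U outside the peak in percent, for each OSC library of wt, Ago3, GSS and LD. Points are libraries and the black mark shows the mean and its SD (n = 3), with wt heights of 5.12 to 5.32 above all Ago3 and GSS libraries.

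When labels were permuted only within replicate numbers, the difference in peak height gave p = 0.0741 in the exact permutation test, the smallest that this block allows. The 24–29 nt reads counted were 80.1% to 83.0% of the deposited uniquely mapped reads of all lengths in Ago3 and 69.0% to 78.5% in GSS.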

We also observed peaks in U frequencies and reciprocal drops in purine frequencies (A and G) one piRNA-length upstream (−26) and downstream (+26) of the observed piRNA 5′ end, perhaps indicating the first position of neighboring piRNAs. This pattern is reminiscent of a phased processing signature^26,27,40^, and likely represents coupled processing of the 5′ and 3′ termini of neighboring piRNAs by a single Zuc-cleavage event. The observed sequence preferences are dependent on piRNA processing as they do not reflect a bias in the genomic sequence of piRNA clusters when considering all possible 5′ positions, stratified by the first nucleotide, in our background analysis (Fig. 3a insert). These signatures were consistent between Piwi-piRNAs from OSC and from fly ovaries, and to a great extent conserved in Miwi/Piwil1-piRNAs from adult mouse testis (Fig. 3c, d). 

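Piwi-bound small RNAs from ovaries carried an upstream U peak at the same distance as those from OSC, in the library of each transgene. The peak at −27 to −25 stood above the other positions by 5.34 percentage points in wt, 5.34 in Ago3, 5.35 in GSS and 5.03 in LD. U at the peak was 36.4% in wt, 35.0% in Ago3, 35.1% in GSS and 34.4% in LD, and purines at −26 lay between 43.4% and 44.6% in the 4 libraries, against 47.9% to 49.0% at the other positions. U near the 5′ end was lower than far from it by less than in OSC wt, at differences of −0.435 points in wt, −0.853 in Ago3, −1.30 in GSS and −0.584 in LD. These libraries hold 5491773 (wt), 1098418 (Ago3), 2141784 (GSS) and 4177836 (LD) deposited uniquely mapped reads, and with 1 library per transgene no difference was tested. Mouse libraries were not analysed here.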

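Over the 48 upstream positions, the nucleotide profiles of Piwi-SL(Ago3) and Piwi-SL(GSS) in OSC followed that of wt closely, and those of Piwi-LD less so. Pearson's r with the mean wt profile was 0.973 for U, 0.904 for C, 0.978 for G and 0.928 for A in Ago3, and 0.947, 0.782, 0.936 and 0.892 in GSS. For LD it was 0.615 for U, 0.487 for C, 0.462 for G and 0.284 for A. In ovaries, r with the wt library ranged from 0.554 (A) to 0.817 (U) in Ago3, from 0.545 (A) to 0.800 (U) in GSS and from 0.128 (A) to 0.461 (U) in LD. Spearman's rho of LD ran from 0.139 to 0.548 in OSC and from 0.135 to 0.327 in ovaries.
These values leave out position 0, the piRNA body and the downstream positions, and positions are not independent replicates. The LD libraries of OSC hold 96110 to 330913 reads per position, or 28.3% to 40.0% of the deposited uniquely mapped reads of all lengths.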

Importantly, these preferences were independent of Piwi’s SL with correlation coefficients (Pearson) for individual nucleotides greater than 0.6 across the 101 nt interval in OSC and *Drosophila* ovaries (Fig. 3d, e, and Supplementary Fig. 3). While the 5′-most nucleotide of piRNAs is deeply buried in PIWI’s MID domain and not available for target recognition by base pair complementarity, the 1U-bias has the potential to modulate the overall target space by altering the representation of individual piRNA sequences. In contrast, the observed preferences throughout the piRNA body directly shape the piRNA-target interface.

**Fig. 3:**
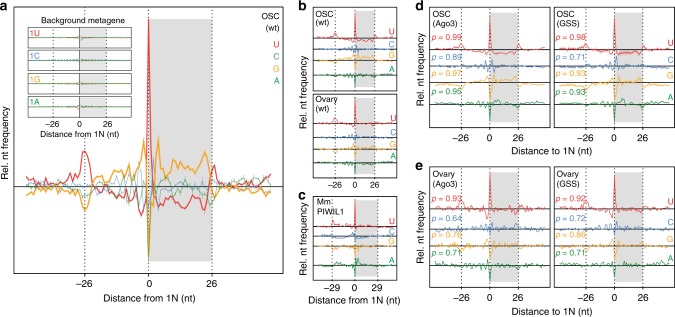
Preferences during piRNA biogenesis establish sequence restrictions. **a** Patterns of nucleotide frequencies within a 101 nt window surrounding the 5′ end of Piwi-piRNAs (position 0) in OSC. Data represent the mean of three biological replicates (*n* = 3) and standard deviations are indicated. Nucleotide 1–26 of the observed piRNAs are indicated by a gray box. The insert illustrates the background model with all possible 1U, 1C, 1G, or 1A starting piRNAs from Piwi-piRNA clusters. **b** Patterns of nucleotide frequencies for all four nucleotides of Piwi-piRNAs from OSC, fly ovaries, and **c** mouse Piwil1-associated piRNAs. Patterns of nucleotide frequencies of piRNAs associated with Piwi-SL mutants in OSC (*n* = 3) (**d**), and fly ovaries (*n* = 1) (**e**). Correlation coefficient (Pearson) compared to Piwi-SL-wt are indicated (**d**, **e**). [*M* = 1: Only unique mapping reads are considered to ensure unambiguous genomic coordinates. (See also Supplementary Fig. 3 and Supplementary Data 5.)

### The 1U-bias is established by a universal mechanism across piRNA generating regions

Most piRNAs originate from a few piRNA generating regions termed piRNA clusters^8,12^. If the 1U-bias is indeed primarily established by a general piRNA processing mechanism, we would predict that the 1U frequency of piRNA-groups, according to their generating clusters, should correlate with the T-content of the cluster itself and result in a constant 1U-enrichment factor. To test this hypothesis, we correlated the first nucleotide frequencies of piRNA-groups with the genomic nucleotide frequencies of the corresponding clusters (Fig. 4a). 

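For the clusters of OSC, the paper's counts of uniquely mapped 24–29 nt reads by first nucleotide (Supplementary Data 6) cover 544 clusters in wt replicates 1 to 3, the 3 Ago3 and the 3 GSS libraries. The authors defined a cluster as at least 1 uniquely mapped read per kb over at least 5 kb of dm6. These counts come to 33.1% to 35.1% of the deposited uniquely mapped reads of all lengths in wt, 37.7% to 40.8% in Ago3 and 34.2% to 40.0% in GSS. The main analysis used the 136 clusters at or above the 75th percentile of total reads, the choice that the paper states for its cluster plots of ovaries, with at least 9657 reads each over the 9 libraries. Their median genomic content was 30.5% T, 28.1% A, 20.1% G and 19.9% C. In each cluster the bias for a nucleotide is its share of first positions divided by its genomic share. Each library was summarised by its median over clusters, and wt was compared with the 6 mutant libraries of both loops in a two-sided exact permutation test over 84 splits, adjusted by Benjamini-Hochberg over the 4 nucleotides. The share of each cluster was also fitted with limma on log2 odds with a prior count of 0.5, adjusted over clusters. In data simulated with the spread of these libraries, limma called at most 0.75% of clusters with a change of 1 or less in log2 odds, and with counting error alone at least 74.5% of those changed by 0.5, so few calls can be made at this spread.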

The observed 1U frequencies of piRNA-groups positively correlated with the genomic T-content of their generating clusters (Correlation coefficient (Pearson) *p* > 0.5) with a universal enrichment of about 2.3-fold (observed over expected 1U frequencies) (Fig. 4a insert), further supporting 1U enrichment during piRNA biogenesis.

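The 1U share of piRNAs from a cluster was higher in clusters with more genomic T. By the median share of 3 libraries, U was enriched over the genome in each of the 136 main clusters in every group. Pearson's r across the 136 clusters, between the median 1U share of 3 libraries and genomic T, was 0.555 for wt, 0.653 for Piwi-SL(Ago3) and 0.604 for Piwi-SL(GSS), and Spearman's rho 0.558, 0.673 and 0.598. In single libraries r was lower, from 0.388 to 0.536 in wt, 0.495 to 0.629 in Ago3 and 0.188 to 0.572 in GSS. The median enrichment of 1U over genomic T was 2.38 in wt, 2.14 in Ago3 and 2.16 in GSS, with an interquartile range of 2.17 to 2.59 in wt. Among clusters, flamenco, which spans 21631891 to 21790731 on the plus strand of chromosome X, overlaps 5, and the cluster with the most wt reads (X, 21631259 to 21641429) had a 1U share of 81.7% ± 1.00 at 38.3% genomic T (SD, n = 3). No cluster overlaps traffic jam. The share of reads of that cluster that start with U was 77.4% ± 1.09 in Ago3 and 77.3% ± 1.02 in GSS (SD, n = 3 each).
Median 1U bias per library was 2.36 ± 0.0166 in wt (SD, n = 3) and 2.15 ± 0.0983 in the mutants (SD, n = 6), lower in 6 of 6 mutant libraries (exact permutation test, p = 0.0238, adjusted p = 0.0952), which did not pass. In the same exact permutation test, pooled reads of all clusters, which weight clusters by their reads, gave an adjusted p = 0.0476 (2.22 in wt, 2.05 in the mutants). limma called no cluster for 1U (16 at an unadjusted p under 0.05, none in a quasi-binomial model). Correlations across clusters are not independent replicates, and with all 529 clusters that have reads r was 0.337 in wt, 0.512 in Ago3 and 0.332 in GSS. The libraries hold 2060710 to 8834741 deposited uniquely mapped reads. The paper takes the correlation and the enrichment as further support for an enrichment of 1U in piRNA biogenesis.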

**Fig. 4:**
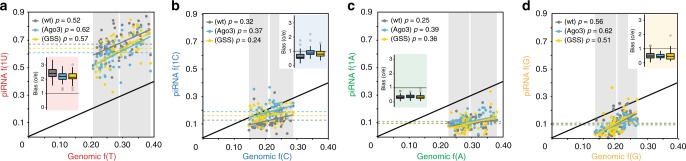
The 1U-bias of Piwi-piRNAs is established by a general mechanism that restricts all nucleotides but U in the first position. Piwi-piRNAs from OSC are grouped by piRNA generating clusters. The observed **a** 1U, **b** 1C, **c** 1A, and **d** 1G piRNAs (*y*-axis: piRNA f(1×)) are correlated with the expected genomic nucleotide frequencies (*x*-axis: genomic f(x)) of their generating cluster. Inserts represent the corresponding nucleotide bias (observed/expected nucleotide frequencies) as box plots with the median indicated as center line with the upper and lower quartile represented by the box. PiRNAs that are associated with FH-Piwi(wt) (gray) and two FH-Piwi-SL mutants, (Ago3) (blue) and (GSS) (yellow), are shown as median of three biological replicates (*n* = 3). [*M* = 1: unique mapping reads are considered]. (See also Supplementary Fig. 4 and Supplementary Data 6.)

Our metagene analysis as well as characterization of individual piRNA cluster-groups suggest the establishment of a 1U-bias during piRNA processing. These findings offer an explanation why Ago3-piRNAs exhibit an unexpected 1U-bias when aberrantly fueled by the Zuc-processor instead of ping-pong-generated piRNAs in OSC^41^. Nevertheless, the observed processing-dependent sequence preferences are surprising, because neither fly nor mouse Zuc exhibit obvious sequence-specific processing in vitro^10,11^. However, cofactors or post-translational modifications likely create sequence preferences of the Zuc-processor complex in vivo^26,42^.

### Piwi’s SL selects against 1C-piRNAs to re-enforce an overall 1U-bias

Interestingly, and reinforcing our interest on Piwi’s SL, the most robust SL-dependent change affected 1C-piRNAs across different clusters in OSC (Fig. 4b) and in flies (Supplementary Fig. 4a, b), despite the overall U-richness and A-richness of these piRNA generating regions (Supplementary Fig. 4c). 

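First-position C was more frequent in the mutant libraries across most clusters, among them 4 of the 5 that overlap flamenco. In the cluster at X, 21631259 to 21641429, 1C made up 5.51% ± 0.500 in wt, 9.55% ± 0.670 in Piwi-SL(Ago3) and 8.58% ± 1.17 in Piwi-SL(GSS) (SD, n = 3 each). In that at X, 21704630 to 21819922, it made up 9.22% ± 0.434, 15.1% ± 0.555 and 14.1% ± 1.18. The largest log2 odds change of 1C among these, 1.30 (standard error 0.33, adjusted p = 0.244 from limma), was in the cluster at X, 21666988 to 21673370. 1C was higher than in wt in 121 of 136 clusters for Ago3 and 93 of 136 for GSS, by a median of 7.14 and 4.40 percentage points. In 4 of 136 clusters at least 5 of 6 mutant libraries had less 1C than the wt median. These include the fifth cluster of flamenco, at X, 21678726 to 21687837, with 28.3% ± 14.9 in wt, 35.4% ± 3.61 in Ago3 and 23.8% ± 2.34 in GSS, and the cluster at 3L, 2088496 to 2102959 on the minus strand, with 18.3% ± 2.77, 11.1% ± 3.06 and 13.5% ± 17.1. All 6 did in that at X, 408905 to 419302 on the minus strand, with 17.8% ± 2.14 in wt, 13.4% ± 4.58 in Ago3 and 7.58% ± 9.20 in GSS.

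**Figure D4:**
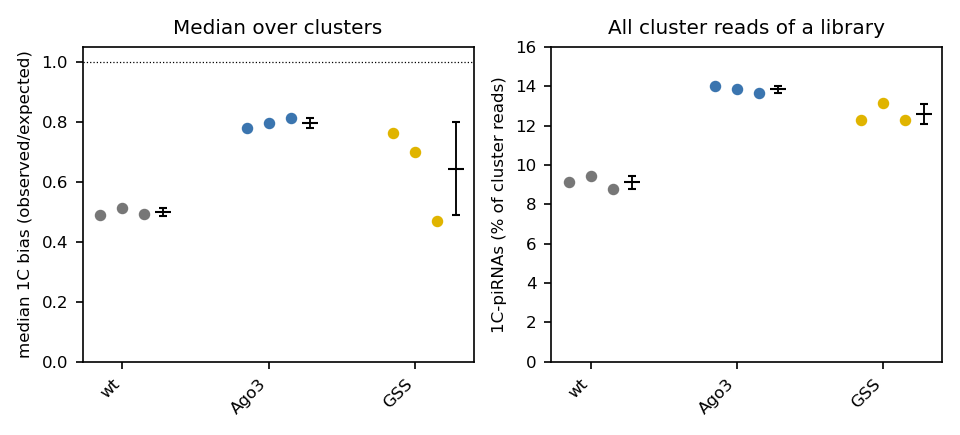
Left, median over 136 clusters of the 1C bias (observed over expected, dotted line at 1) and right, 1C as percent of all cluster reads, for each of 3 libraries of wt, Ago3 and GSS. Points are libraries and the black mark shows the mean and its SD, and in the right plot all 6 mutant libraries lie above the 3 wt libraries, which reach 9.43%.

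Median 1C bias was 0.499 ± 0.0135 in wt (SD, n = 3) and 0.720 ± 0.129 in the mutants (SD, n = 6), above all wt libraries in 5 of 6, which did not pass (two-sided exact permutation test, p = 0.0952, adjusted p = 0.190). Pooled over all clusters, 1C rose in 6 of 6 libraries, from 9.11% ± 0.324 in wt to 13.9% ± 0.177 in Ago3 and 12.6% ± 0.513 in GSS (exact permutation test on the bias, adjusted p = 0.0476). Pooling weights clusters by their reads, and 2 clusters of flamenco held 26.6% (X, 21631259 to 21641429) and 13.6% (X, 21704630 to 21819922) of the wt cluster reads. limma called no cluster for 1C (12 at an unadjusted p under 0.05, and 2 in a quasi-binomial model). The exception is GSS replicate 3 with a median of 0.470, a library in which 73.8% of raw reads mapped. In ovary clusters, 1C was 8.07% in wt (95% interval 8.04 to 8.10%), 12.0% in Ago3 (11.9 to 12.1%), 11.4% in GSS (11.3 to 11.5%) and 11.4% in LD (11.4 to 11.5%), at 1 library each. The median 1C bias over 14 ovary clusters was 0.462 in wt, 0.641 in Ago3, 0.486 in GSS and 0.516 in LD.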

The observed ~40% increase in 1C-piRNAs eliminates any bias against 1C to frequencies that are expected by genomic origin (Fig. 4a insert). In contrast, purines (A and G) were not significantly altered in SL-mutants (Fig. 4c, d and Supplementary Fig. 4a, b). 

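With a mutant loop, 1C remained below the genomic C content in most clusters of OSC. The median 1C bias of 136 clusters, taken from the median of 3 libraries, was 0.487 in wt, 0.798 in Piwi-SL(Ago3) and 0.700 in Piwi-SL(GSS). It was below 1 in 132 clusters of wt, 104 of Ago3 and 114 of GSS. From the library medians, the 1C bias of the mutants was 44.5% above that of wt, 59.7% for Ago3 and 29.2% for GSS alone, or 46.8% for GSS without its replicate 3. The increase was 50.3% from pooled reads, 34.2% for clusters with at least 100 reads in each library, 56.4% for clusters at or above the 90th percentile and 54.5% without GSS replicate 3. The deposited 24–29 nt reads behind these libraries number 4702429 to 8317415 in wt, 12133893 to 24413360 in Ago3 and 5960947 to 14078236 in GSS.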

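For purines at the first position of cluster piRNAs, the median over clusters showed no difference between wt and the mutant loops that passed the test, while single clusters were called for 1G. The median 1G bias was 0.423 ± 0.0225 in wt (SD, n = 3) and 0.338 ± 0.172 in the mutants (SD, n = 6), and that of 1A 0.275 ± 0.0347 and 0.265 ± 0.133. Pooled over clusters, 1G made up 8.65% ± 0.169 in wt, 7.58% ± 0.342 in Piwi-SL(Ago3) and 8.31% ± 0.991 in Piwi-SL(GSS), and 1A 7.59% ± 0.221, 7.98% ± 0.308 and 7.76% ± 0.535 (SD, n = 3 each). Of single clusters, 3 on chromosome 3L were called for 1G, named here after their values had been seen. At 16890427 to 16898591 1G was 0.154% ± 0.134 in wt, 9.62% ± 4.60 in Ago3 and 21.5% ± 13.3 in GSS (log2 odds change 6.69, standard error 0.93, adjusted p = 0.00830 from limma). At 24168878 to 24176096 it was 0.102% ± 0.177, 6.42% ± 4.26 and 24.7% ± 16.9 (6.84, standard error 0.95, adjusted p = 0.00830 from limma). At 14711140 to 14718359 it was 15.2% ± 12.1, 7.32% ± 3.59 and 0% (−4.63, standard error 0.84, adjusted p = 0.0306 from limma).
Neither nucleotide passed the two-sided exact permutation test (adjusted p = 0.540 for 1G and 0.786 for 1A), and limma called no cluster for 1A (2 at an unadjusted p under 0.05, and none in a quasi-binomial model). For 1A, 5 clusters were called without GSS replicate 1 and 1 in GSS alone. The 3 calls for 1G were 0 in a quasi-binomial model and 0 without wt replicate 1 or 2. The quasi-binomial model tested 133 of 136 clusters. It left out the cluster at 14711140 to 14718359, without 1G reads in GSS, and says nothing on that call. Without GSS replicate 3, whose median 1G bias is 0, the 1G difference was −0.0178 in place of −0.0853, and the sign of the 1A difference turned (0.0431 higher). In that library 17.6% of mapped reads were outside 20–30 nt.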

Interestingly, aversion of 1C due to repulsion by the SL has previously been suggested based on structural modeling and the inability to obtain such Argonaute-small RNA crystals^21,37^. The initial hypothesis of 1U-selection by attractive interactions, based on the visible fit of 1U in structural studies, might have diverted our attention from the less visible but potentially more significant negative selection of 1C: while 1U-enrichment by affinity requires two hydrogen bonds to stabilize the 1U-PIWI interaction, a single repulsive interaction is expected to reduce 1C binding (Fig. 5 and Supplementary Fig. 5). An exclusionary rather than affinity function of PIWI’s SL offers an explanation as to why, in the only available structure of a PIWI protein (silkworm PIWI, i.e., SIWI), only one hydrogen bond is observed between the SL and 1U, despite the protein’s marked preference for 1U piRNAs in vivo^33^. Taken together, our data suggest that the 1U-bias of Piwi-piRNAs is established through a two-step gating mechanism that sequentially reduces A, G, and C by SL-independent and SL-dependent preferences (Fig. 5).

**Fig. 5:**
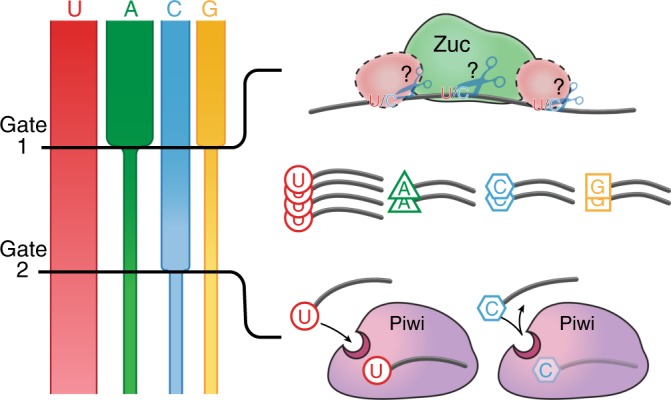
Model for the establishment of a 1U-bias. Our data support that the 1U-bias is established in two steps by differential gating against all nucleotides but Uridine. First, purines (A/G) are reduced during piRNA biogenesis in an SL-independent manner. Consecutively, 1C is discriminated against upon piRISC formation by interactions with Piwi’s SL. (See also Supplementary Fig. 5.)

## Discussion

The intricate establishment of the final 1U-bias inspires hypotheses about its role beyond reflecting a “key-lock fit” to stabilize piRISC. Binding preferences of silkworm PIWI in vitro^16^, and the extensive interaction of human AGOs with the first U or A of small RNAs^21,30,31,34^, might be a consequence rather than the cause of the 1U-bias, ensuring optimal RISC stability. This hypothesis could explain why positive interactions between the SL and the first base of the small RNA, requiring at least two hydrogen bonds, would favor both 1U and 1A equally, in contrast to the strong preference for 1U over 1A small RNAs in vivo^21,34^. With the A/U-richness of piRNA precursors and the rejection of A and G during piRNA biogenesis, PIWI’s SL only has to discriminate between 1U and 1C to reinforce an overall 1U preference in vivo.

But what is the main function of this 1U-bias and the subsequent restriction of piRNA sequence space? Reduction of 1G- and 1C-RNAs might decrease mis-incorporation of RNA fragments from protein coding sequences, and preferentially represent non-coding A/U-rich transcripts, including piRNA precursors. This effect might contribute to the observed preference of mRNA-derived piRNAs to originate from the A/U-rich 3′UTRs rather than G/C-rich coding sequences^29,43^. Furthermore, sequence preferences during piRNA processing are associated with relative U-depletion and G-enrichment in piRNA bodies, and directly modulate the sequence space for complementary target interactions. While we do not know the targeting rules of any nuclear piRISC, a mechanism following miRNA-like pairing^17^ was recently identified for *C. elegans* PRG-1^18^. Such a seed-based mechanism involves base-pairing of positions two to eight of the piRNA with the target transcript, and additional 3′ supplemental interactions, all of which would be affected by the observed processing preferences.

Overall, the sequence bias during piRNA processing and piRISC formation could provide substrates for purifying selection in the ongoing arms race between genomes and their mobile parasites to improve specificity and efficiency of piRNA silencing, and avoid auto-aggression while restricting the entire transposome. As a defense against ancient retroviral invaders and other transposons, rules of piRNA silencing might foremost follow those that govern efficient viral defense: establishment of restriction and specificity at multiple independent steps to hamper development of resistance by the invader, where every contribution counts^44^.

## Methods

### DNA constructs and transgenic flies

Plasmids and oligonucleotides are listed in Supplementary Data 1. Piwi coding sequence (cds) was cloned into pENTRD/TOPO (ThermoFisher). Mutations in Piwi’s specificity loop (SL) were introduced using the Q5 Site-Directed Mutagenesis Kit (NEB), and mutagenic primers were purchased as recommended by the manufacturer (NEBuilder). Expression vectors were generated through the LR Clonase (ThermoFisher) reaction, using the pPFHW destination vector (UASp promoter, N-terminal 3×FLAG/3×HA) (DGRC: #1125).

### CRISPR constructs for transgenic piwi>Gal4 flies

For the sgRNA construct, oligonucleotides (piwi_sgRNA_f and piwi_sgRNA_r) were annealed and ligated into BbsI-digested U6-BbsI-chiRNA (Addgene # 45946). The donor construct for genome-editing was generated as follows: pDONR-ETG3R and its homology arm-containing derivatives were cloned by HiFi Assembly (NEB). First, pDONR221 (ThermoFisher) was digested with PciI and EcoRI (NEB) and the KanR-containing 2.4 kb fragment was gel extracted and purified (Zymo Research). Next, EGFP-T2A-Gal4 was PCR amplified from burs-mCD8-EGFP-T2A-Gal4 (a gift of Dr. Benjamin White, Addgene plasmid #39463), and 3×P3-driven dsRed2 was PCR amplified from pT-GEM(1) (Addgene plasmid #62893). These three fragments were HiFi assembled to produce pDONR-ETG3R. Homology arms corresponding to 1 kb upstream and 1 kb downstream of the Piwi start codon were PCR amplified using genomic DNA from TH_attP2 nos-Cas9 flies (gift of Dr. Benjamin White) extracted using the GenElute Genomic DNA Miniprep Kit (Sigma-Aldrich). Finally, pDONR-ETG3R was digested with PciI and EcoRI (NEB), and the homology arms were assembled flanking the Gal4-containing cassette by HiFi Assembly (NEB). All oligonucleotides were purchased from IDT.

The CRISPR piwi>Gal4 allele was generated by co-injection of plasmids encoding the sgRNA and the donor construct for genome-editing into TH_attP2 nos-Cas9 flies (Bestgene plan Plan RI, Marker: RFP+/DsRed +). UAS-Piwi△SL transgenic flies were generated by random insertion into w1118 (Service type: Plan C; screening marker w+).

### Immunofluorescence and microscopy

*Drosophila* ovaries fixed in 4% paraformaldehyde were dispersed into ovarioles to ensure maximum exposure to antibodies. Samples were washed 3 × 10 min in PBSTw (PBS+ 0.1% Tween) on rocker. Ovarioles were permeabilized for 30 min in PBSTr (PBS+ 0.2% Triton), washed, and blocked in 2% BSA for 1h with rocking. Primary antibody (α-HA mouse 1:100, Biolegend Cat#:90501; α-Piwi rabbit polyclonal antibody, immunized against (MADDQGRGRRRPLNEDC) 1:100) in 2% BSA was incubated overnight at 4 ˚C. Secondary antibodies coupled to Alexa fluorophores: goat α-mouse Alexa 488 (cat#: A-11029 1:500) and goat α-rabbit Alexa 488 (cat#: A-21245 1:500) in 2% BSA were incubated for 1 h, followed by a 30 min incubation with DAPI (1 µg/mL) and washed in PBSTw for 1 h. The stained ovarioles were mounted with VectaShield HardSet antifade mounting medium on Fisherbrand superfrost plus microscope slides with coverslip and edges sealed with nail polish. Images were taken using a Zeiss LSM710 confocal microscope (NIDDK microscopy core).

### Tissue culture of ovarian somatic sheath cells (OSC)

OSC were purchased from DGRC (OSS, stock #190) and cultured according to the DGRC protocol. Cells were transfected using Xfect (Clontech) according to the manufactures guidelines.

### Immunoprecipiation and small RNA library preparation for Illumina sequencing

FLAG-HA-Piwi et and ΔSL constructs were immunoprecipitated using anti-FLAG M2 magnetic beads (Sigma-Aldrich). Lysis, immunoprecipitation and three washes were performed in IP-buffer (20 mM Tris HCl pH 7.5, 250 mM NaCl, 1% NP-40, 2 mM MgCl_2_). NaCl was increased to 0.5 M for a fourth wash followed by a final rinse with IP buffer. RNA was extracted (Zymo Direct-zol RNA miniprep kit). Small RNA libraries for illumina sequencing were prepared according to Benhalevy et al.^45^ with small modifications: in brief, libraries were size selected after 3′ ligation and 5′ linker-ligation. cDNA generated with Superscript IV reverse transcriptase was amplified with Q5 Polymerase (NEB) in a low cycle PCR (12 cycles). Pippin prep was used to remove ligated linker-linker (143–185 bp). Pilot PCR on 10% of pippin-prepped cDNA was performed to determine appropriate number of additional PCR cycles. Tapestation (Agilent) was used to determine quality and concentration of the resulting libraries. The samples were sequences on a HiSeq2500 sequencing system (Illumina) (NIDDK genomics core facility).

### Analyses of the next-generation sequencing data and code availability

Mapping statistics are provided in Supplementary Data 2. Adapters and barcodes were removed using cutadapt (cutadapt 1.16). Structural RNAs were removed by mapping to a concatenated fasta file that includes (UCSC miRNA, rRNA, snRNA, snoRNA, tRNA) using STAR (STAR 2.5.4a)^46^. Unmapped reads were obtained and mapped to the *Drosophila* genome (dm6, igenomes) using STAR. Primary alignment for multimapping reads (*M* ≤ 100) were extracted using Flag (-F 256). Unique mappers (*M* = 1) were filtered with the Flag (“NH:i:1”). When both unique mappers and Multi mappers are included for our analyses, we call them All Mappers. PiRNA cluster intervals were defined according to the original definition: ≥1 unique mapping read per kilobase (kB) of genome space, over at least five kb^8^. Original and processed data files, and count tables are deposited in GEO (GSE115839). All the analyses and plotting was performed using R (version 3.5.0 or 3.3.1) and RStudio (Version 1.0.136) either locally or using National Institutes of Health High Performance Computing Cluster (http://hpc.nih.gov). The packages used in analysis were: data.table, plyr, dplyr, reshape, reshape2, Rmisc, GenomicRanges, GenomicAlignments, ShortRead, Rsamtools, Biostrings, rlist, ggplot2, ggrepel, scales, parallel, extrafont, BSGenome.Dmelanogaster.UCSC.dm6, and BSgenome.Mmusculus.UCSC.mm10^47^.

### Generating count tables and plotting of data

Count tables for each Figure are provided in Supplementary Data 3–6. The sample bam files were loaded into the R environment and all un-spliced reads in size range from 19 to 50-nt long were retained for the further analysis. Reads mapping to non-standard chromosomes (Un_*) were removed. GenomicRanges R package was used to perform all the counting^48^. To count transposable elements (TEs), most recent rmsk.gtf file for dm6 genome was downloaded from TEtoolkit website^49^. To count cluster piRNAs, cluster.bed file was defined as described above.

To plot read size distribution, the individual sample read counts were normalized by total library size to the wt libraries. When replicates were available, we calculated and plotted mean and standard error values (Figs. 1d, 2c). To plot transposon targeting potential, reads mapping to TE antisense were retrieved, and annotated to transposon families according to repeat masker file (rmsk.gtf from TEtoolkit) (Figs. 1e, 2d). For plotting genomic annotation, reads mapping to both sense and antisense TEs, exons and introns were filtered respectively and annotated (Figs. 1f, 2e). Nucleotide frequency was calculated by counting identity of the first nucleotide of read (Figs. 1g, 2f). The genomic tracks were prepared in IGV by using a tiled data file (.tdf) that was derived from bam files using igvtools. Sequencing logos were generated with weblogo 3, for which fasta files of piRNA sequences were the primary requirement (Supplementary Figs. 1 & 2). For metagene analysis, first, genomic start position of every read was extended by 50-nucleotide upstream and downstream. Then, the sequences of corresponding genomic ranges were aggregated and the nucleotide abundance at each position was counted. To compare different nucleotides, individual nucleotide signatures were plotted on the same baseline using median expression over 101-nt window as baseline shift distance (Fig. 3a). To generate the background model, every nucleotide of piRNA-generating clusters was considered as potential piRNA, and the metagene was generated in the same manner as before (Fig. 3a insert). To simplify comparison of nucleotide signatures between samples, individual nucleotide frequencies were offset to avoid overlap, and correlation coefficients were calculated between wt and mutants (Fig. 3b–e). The same data were used to plot actual nucleotide frequencies and ratios of mutants compared to wt (Supplementary Fig. 3a–d). For calculating nucleotide bias, the cluster genomic nucleotide frequencies (expected) and the nucleotide frequencies of the 1st position of all reads (observed) were calculated. Then the ratio between observed (o) and expected (e) was designated as “nucleotide bias” (Fig. 4, Supplementary Fig. 4). To calculate correlations values, only complete pairwise observations were considered and Pearson correlation coefficients were calculated (Fig. 4). With the exception of size distribution plots, we only considered reads from 24 to 29-nt for all analyses and plotting. Fig. 4c is based on GSM2516689 (GSE95580).

### Molecular modeling

Initial structural models of *Drosophila melanogaster* Piwi (from wildtype and mutant primary sequences) were generated using the Phyre2^50^ protein fold recognition server in intensive mode. The top structures informing the *Dm* Piwi model were that of silkworm Piwi (Siwi)^33^ and human Ago2^30^. The models output from Phyre2 then served as input for loop remodeling of the specificity loop sequences using Rosetta version 3.9^51^. Fifty structures were generated and scored for each mutant; the lowest energy structure for each sequence is depicted in Fig. 1 and Supplementary Fig. 5. The lowest energy structures were then superposed onto the structure of Siwi bound to RNA to assess the predicted interfaces of the specificity loops with the 5′ nucleotide. Molecular graphics were generated using PyMOL^52^. Electrostatic surfaces were calculated with APBS^53^.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Peer Review File

Reporting Summary

## Data Availability

Original and processed data files, and count tables are deposited in GEO (GSE115839). All data is available from the authors upon reasonable request.

# Supplementary material for: Decoding the 5′ nucleotide bias of PIWI-interacting RNAs
**Source:** Nat Commun. 2019 Feb 19;10:828. doi: 10.1038/s41467-019-08803-z
**Supplement:** Supplementary file 1 — Supplementary Information

- 1 **Supplementary Information**
- 2 **Decoding the 5' nucleotide bias of PIWI-interacting RNAs (piRNAs)**
- 3 Stein, Genzor, Mitra, Elchert et al.
- 4 Supplementary Figures (1-5) and Data (1-6).
- 5

6 **Supplementary Figures**

7

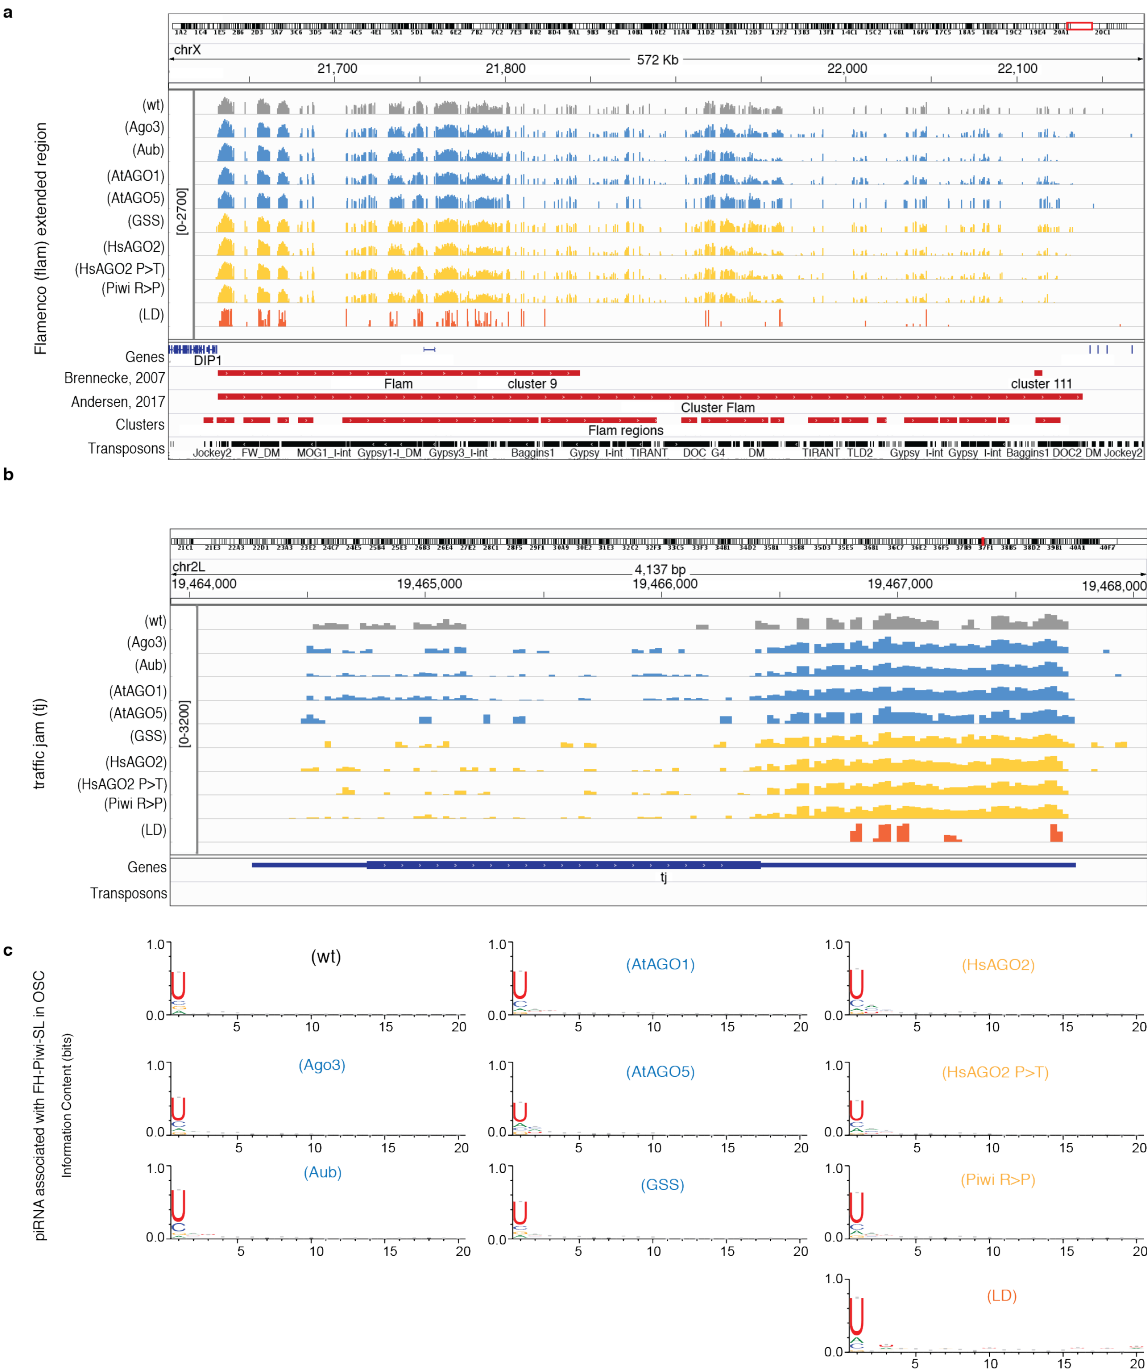

8

9 **Supplementary Fig. 1. Characterization of piRNAs associated with FH-Piwi-SL(wt) and SL mutants**

10 **in OSC.** Genome tracks (IGV) of unique mapping reads associated with the indicated Piwi protein showing

11 the extended flamenco (flam) cluster region **a**, and traffic jam (tj) **b**. **c**, Sequence Logo of piRNAs

12 associated with the indicated Piwi-SL protein. [M=1: Unique mapping reads are considered]

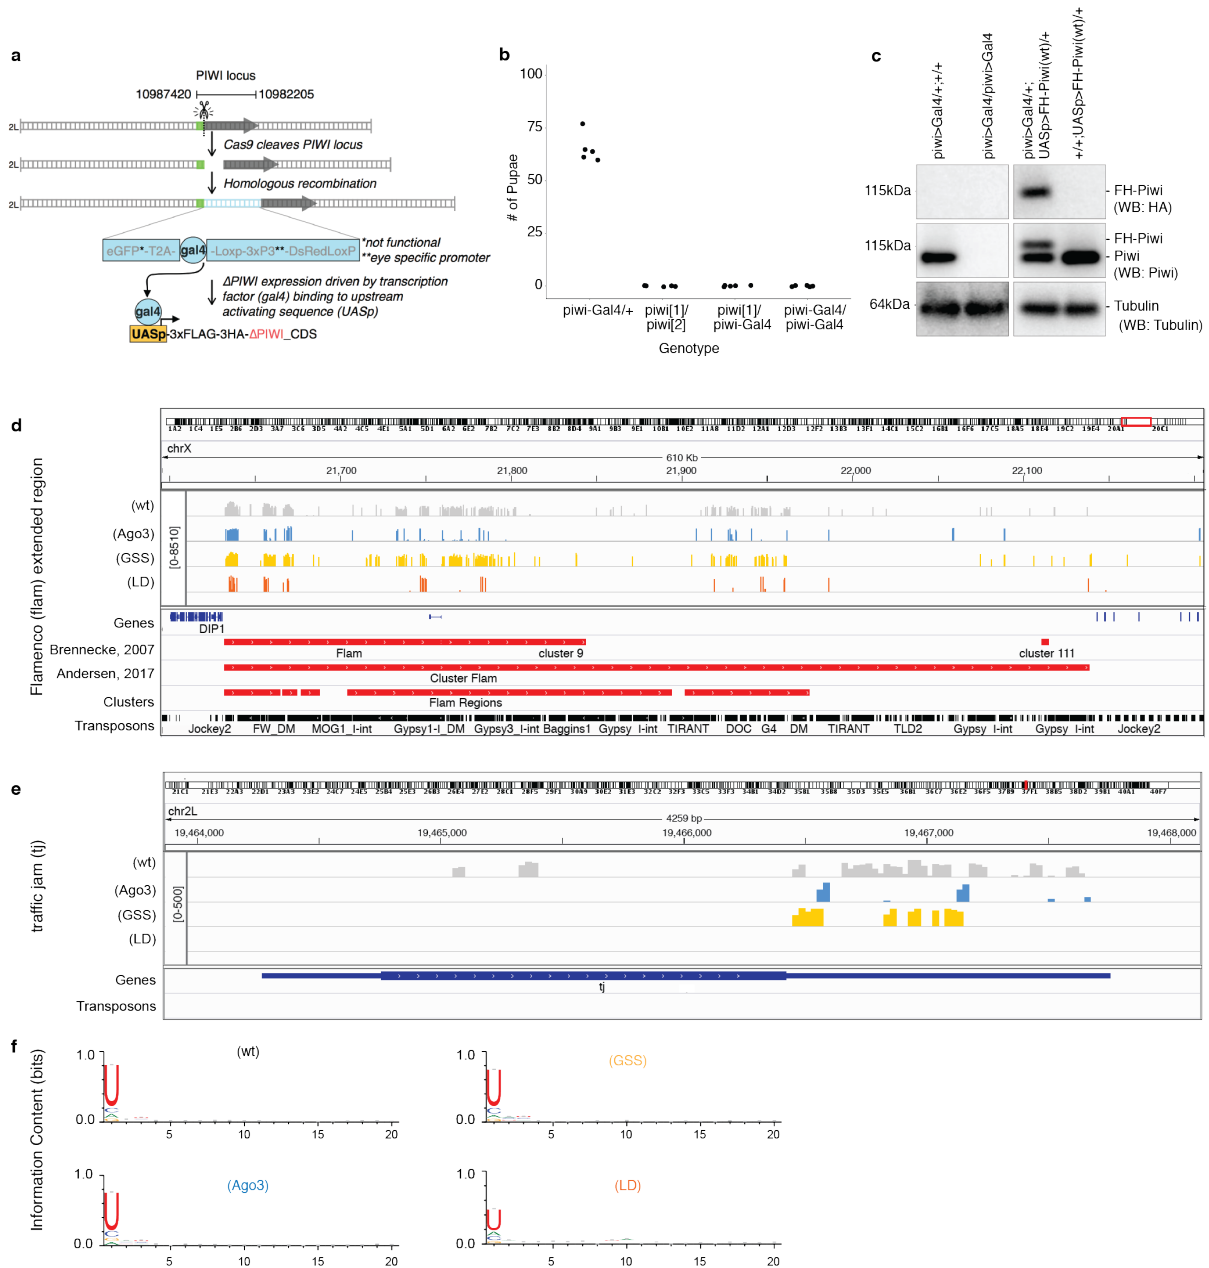

Supplementary Fig. 2. A genetic model to assess the function of mutations in *piwi*, and characterization of Piwi-piRNAs in *Dm* ovaries. **a** The design of a genetic rescue system for *piwi* function: We used CRISPR/Cas to insert a Gal4 open reading frame (ORF) and a selection cassette between the *piwi* promoter and *piwi*'s coding sequence (cds). The mutant allele expresses Gal4 driven by the *piwi* promoter instead of *piwi*. Rescue constructs expressing either wt Flag-HA(FH)-tagged Piwi or SL mutants are introduced as transgenes under the control of Upstream Activating Sequence (UAS). **b** Fertility of *Piwi>Gal4* homozygous flies is compared to the classical *piwi1* and *piwi2* alleles in individual crosses. **c** *Piwi>Gal4*, UAS_Piwi heterozygous flies expresses FH-Piwi to similar levels as the endogenous Piwi. **d** Genome tracks (IGV) of unique mapping reads associated with the indicated Piwi protein showing the

23 extended flamenco (flam) cluster region **d**, and traffic jam (tj) **e**. **f** Sequence Logo of piRNA associated
24 with the indicated Piwi-SL protein. [M=1: Unique mapping reads are considered]

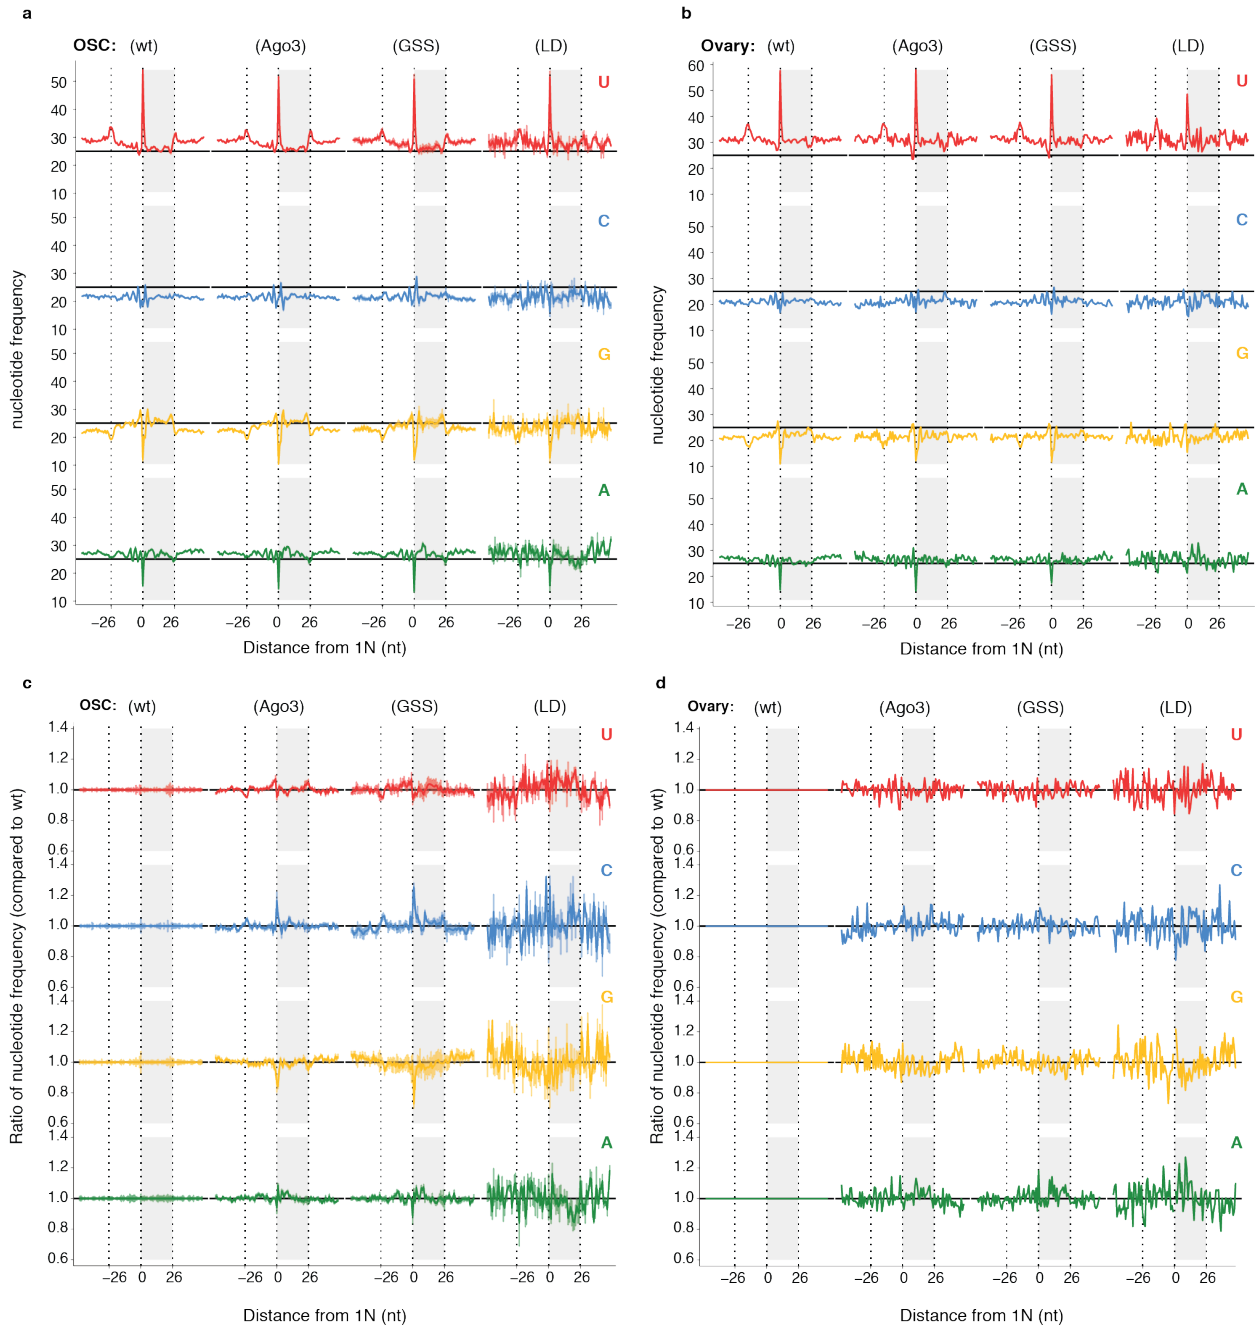

25

26 **Supplementary Fig. 3. Sequence preferences at the piRNA precursor level.** Individual nucleotide
 27 frequencies acquired from metagene analysis for a 101 nt window surrounding the 5' end of Piwi-piRNAs
 28 (position 0) in OSC [n = 3] **a** and fly Ovary [n = 1] **b**. The horizontal line represents the genomic nucleotide
 29 average of 25%. piRNA-generating regions have above the genomic average U and A content, and are
 30 below the genomic average in the G and C content in both OSC and fly Ovaries, which remains largely
 31 unchanged in SL mutants. Ratio of metagene-based nucleotide frequencies in SL-mutants compared to
 32 (wt) in OSC [n = 3] **c** and fly Ovaries [n = 1] **d**.

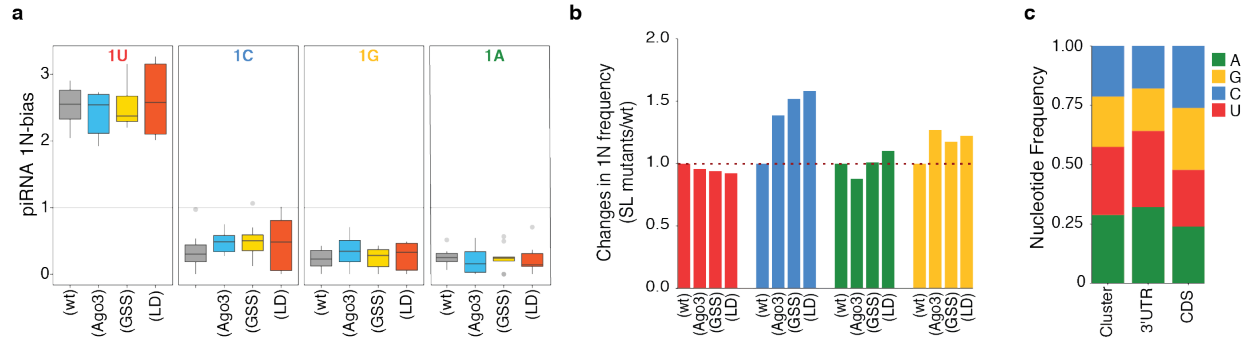

Supplementary Fig. 4. First nucleotide bias for piRNAs from piRNA clusters and structural models of Piwi's SL in wt and SL mutants. **a** The nucleotide bias at the first position (piRNA 1N-bias) of piRNAs is calculated as observed piRNA 5' nucleotide frequency per expected nucleotide frequency for well-represented piRNA clusters (75th percentile by total piRNA abundance). PiRNAs that are associated with FH-Piwi(wt) and two SL-mutants, -SL(Ago3), -SL(GSS) and -SL(LD) in fly ovaries. **b** Change in 1N frequency for all cluster piRNAs in mutants compared to wild type in fly ovaries. **c** Comparison of mean nucleotide composition of piRNA clusters, 3' UTRs and protein coding regions.

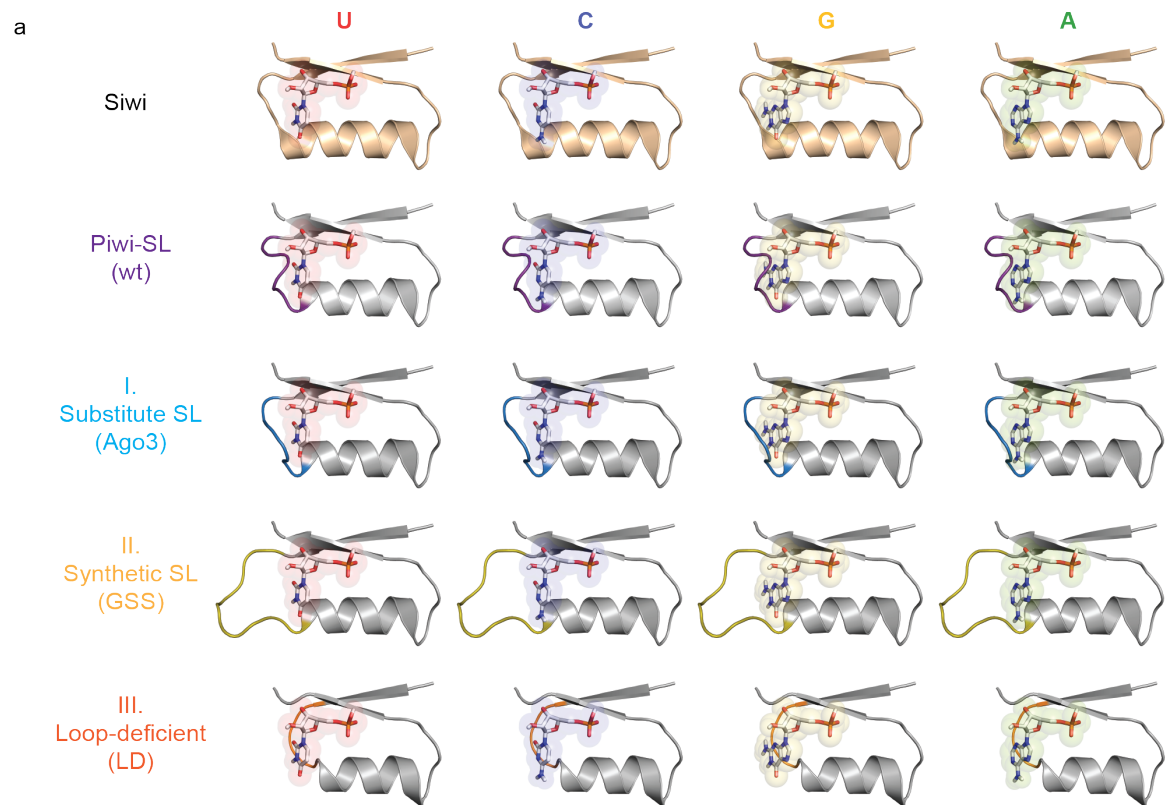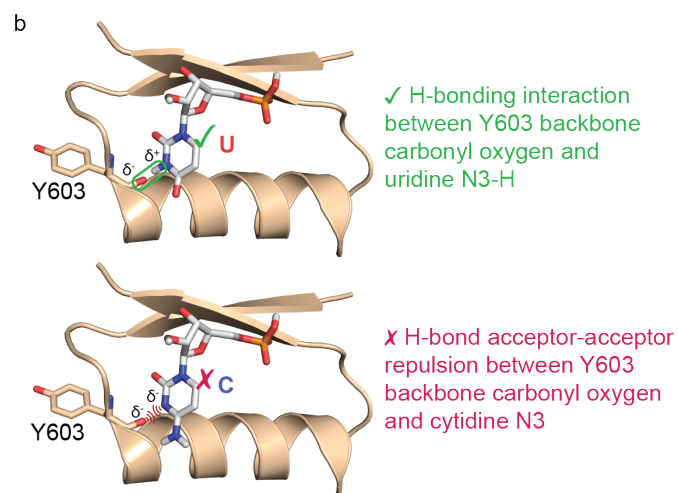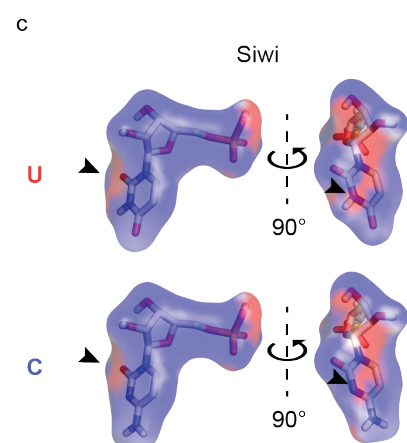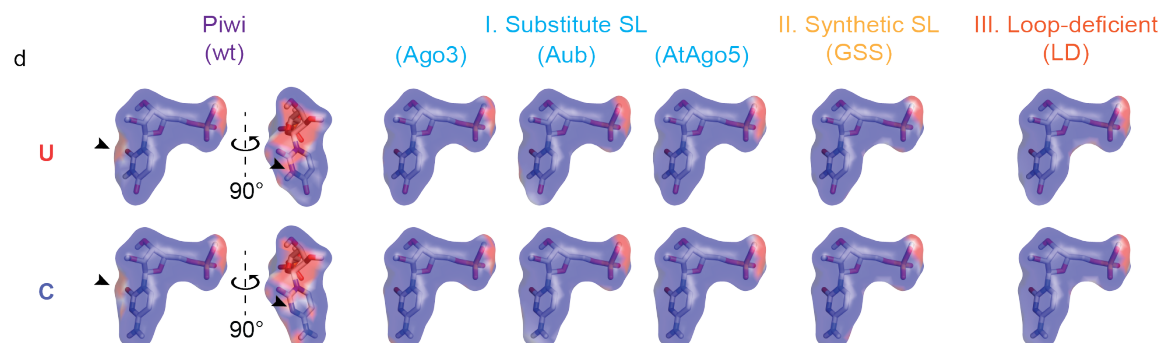

Supplementary Fig. 5. Structural models and predicted interactions of the Piwi specificity loop. a

Structural models were generated for each Piwi protein sequence. The overall structure of each protein construct was first estimated by homology modeling, which was then followed by refinement of the specificity loop (see Molecular Modeling section of Methods). For each model (indicated left), the protein region surrounding the 5' nucleotide (indicated top) is shown. The corresponding region from the Siwi crystal structure is presented for reference (top row). Specificity loops are colored as notated in Figure 1 (wildtype: purple, Ago3: light blue, GSS: dark yellow, LD: orange). For the Piwi models, as predicted, the wildtype and Ago3 loops most closely resemble that in the Siwi structure whereas the GSS and loop deletion mutants dramatically alter the SL conformation. **b** In the structure of Siwi bound to RNA (top), the authors noted an H-bonding interaction between Tyr603 and the uridine base (green, upper panel). If in the same location, cytidine is predicted to be repelled due to adjacent, partially negatively-charged, H-bond acceptors (red, lower panel). **c** Mapping of the electrostatic potential calculated from the Siwi structure onto the surface of uridine or cytidine predicts that the repulsive effect between partially negatively-charged atoms indicated in **b** would be exacerbated by the local electrostatic environment (arrowheads). **d** Mapping of the electrostatic potentials calculated for the Piwi protein models (labeled top) predicts a similar charge distribution to **c** for the wildtype specificity loop, but not for the specificity loop mutants. [The electrostatic surfaces displayed in **c** and **d** are generated *from* the protein models and applied *to* the nucleotide surface. The surfaces are not the electrostatic maps of the nucleotides themselves.]

62 **Supplementary Data:**

63 **Supplementary Data 1:** Plasmid and oligonucleotides

64 **Supplementary Data 2:** Mapping statistics for Illumina libraries : OSC sample (Sheet 1); Fly
65 ovary samples (Sheet 2). Information on Unique mappers ($M=1$) and Multi mappers ($M \leq 100$).
66 Is provided for each sequencing sample.

67 **Supplementary Data 3:** Count tables used for analyses in Figure 1. (Supplementary Data 3
68 contains count information used to generate all the plots in Figure 1 from OSC samples.) Size
69 Distribution (Sheet 1): read counts of all the mapped reads for a single replicate of 10 FH-Piwi_SL
70 samples. TE targeting (Sheet 2): read counts of all 24-29-nt long reads mapped to antisense of
71 transposon families. Genomic annotation (Sheet3): read counts of all 24-29-nt long reads mapped
72 to sense and antisense of all transposons, exons and introns. 1st Nucleotide frequencies (Sheet 4):
73 1st nucleotide counts for all 24-29-nt reads.

74 **Supplementary Data 4:** Count tables used for analyses in Figure 2. (Supplementary Data 4
75 contains count information used to generate all the plots in Figure 2 from Fly ovary samples.) Size
76 Distribution (Sheet 1): read counts of all the mapped reads for a single replicate of 4 FH-Piwi_SL
77 samples. TE targeting (Sheet 2): read counts of all 24-29-nt long reads mapped to antisense of
78 transposon families. Genomic annotation (Sheet3): read counts of all 24-29-nt long reads mapped
79 to sense and antisense of all transposons, exons and introns. 1st Nucleotide frequencies (Sheet 4):
80 1st nucleotide counts for all 24-29-nt reads.

81 **Supplementary Data 5:** Count tables used for analyses in Figure 3 and Supplementary Figure
82 3. (Supplementary Data 5 contains count information used to generate all the metagene plots in
83 Figure 3 and Supplementary Figure 3 for OSC, Fly ovary and Mouse testis samples.) OSC
84 metagene (Sheet 1): nucleotide counts for every position in 101-nt window generated using unique

24-29-nt long reads for OSC samples. Data for individual replicate. Fly ovary metagene (Sheet 2): nucleotide counts for every position in 101-nt window generated using unique 24-29-nt long reads for Fly ovary samples. Mouse metagene (Sheet 3): nucleotide counts for every position in 101-nt window generated using all unique reads for mouse Miwi sample (SRR5304346).

Supplementary Data 6: Count tables used for analyses in Figure 4 and Supplementary Figure 4 (Supplementary Data 6 contains count information for the OCS and Fly ovary clusters used for plots in Figure 4 and Supplementary Figure 4.) OSC (Sheet 1): cluster information and 1st nucleotide counts using unique 24-29-nt long reads for OSC samples. Data for individual replicate. Fly ovary (Sheet 2): cluster information and 1st nucleotide counts using unique 24-29-nt long reads for Fly ovary samples

# Supplementary material for: Decoding the 5′ nucleotide bias of PIWI-interacting RNAs
**Source:** Nat Commun. 2019 Feb 19;10:828. doi: 10.1038/s41467-019-08803-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Plasmid and oligonucleotides.

File Name: Supplementary Data 2

Description: Mapping statistics for Illumina libraries: OSC sample (Sheet 1); Fly ovary samples (Sheet 2). Information on Unique mappers (M=1) and Multi mappers (M<=100). Is provided for each sequencing sample.

File Name: Supplementary Data 3

Description: Count tables used for analyses in Figure 1. (Supplementary Data 3 contains count information used to generate all the plots in Figure 1 from OSC samples.) Size Distribution (Sheet 1): read counts of all the mapped reads for a single replicate of 10 FH-Piwi_SL samples. TE targeting (Sheet 2): read counts of all 24-29-nt long reads mapped to antisense of transposon families. Genomic annotation (Sheet3): read counts of all 24-29-nt long reads mapped to sense and antisense of all transposons, exons and introns. 1st Nucleotide frequencies (Sheet 4): 1st nucleotide counts for all 24-29-nt reads.

File Name: Supplementary Data 4

Description: Count tables used for analyses in Figure 2. (Supplementary Data 4 contains count information used to generate all the plots in Figure 2 from Fly ovary samples.) Size Distribution (Sheet 1): read counts of all the mapped reads for a single replicate of 4 FH-Piwi_SL samples. TE targeting (Sheet 2): read counts of all 24-29-nt long reads mapped to antisense of transposon families. Genomic annotation (Sheet3): read counts of all 24-29-nt long reads mapped to sense and antisense of all transposons, exons and introns. 1st Nucleotide frequencies (Sheet 4): 1st nucleotide counts for all 24-29-nt reads.

File Name: Supplementary Data 5

Description: Count tables used for analyses in Figure 3 and Supplementary Figure 3. (Supplementary Data 5 contains count information used to generate all the metagene plots in Figure 3 and Supplementary Figure 3 for OSC, Fly ovary and Mouse testis samples.) OSC metagene (Sheet 1): nucleotide counts for every position in 101-nt window generated using unique 24-29-nt long reads for OSC samples. Data for individual replicate. Fly ovary metagene (Sheet 2): nucleotide counts for every position in 101-nt window generated using unique 24-29-nt long reads for Fly ovary samples. Mouse metagene (Sheet 3): nucleotide counts for every position in 101-nt window generated using all unique reads for mouse Miwi sample (SRR5304346)

File Name: Supplementary Data 6

Description: Count tables used for analyses in Figure 4 and Supplementary Figure 4 (Supplementary Data 6 contains count information for the OCS and Fly ovary clusters used for plots in Figure 4 and Supplementary Figure 4.) OSC (Sheet 1): cluster information and 1st nucleotide counts using unique 24-29-nt long reads for OSC samples. Data for individual replicate. Fly ovary (Sheet 2): cluster information and 1st nucleotide counts using unique 24-29-nt long reads for Fly ovary samples

# Supplementary material for: Decoding the 5′ nucleotide bias of PIWI-interacting RNAs
**Source:** Nat Commun. 2019 Feb 19;10:828. doi: 10.1038/s41467-019-08803-z
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina sequencing data were collected as described in the 'Supplementary Material: Experimental Procedures'. Original and processed data files, and count tables are deposited in GEO (GSE115839)

Data analysis

Software packages that were used for data analyses are indicated in 'Supplementary Material: Experimental Procedures'. Count tables underlying the presented Figures are provided as supplementary tables 2-6.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Original and processed data files, and count tables are deposited in GEO (GSE115839).

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	n/a
Data exclusions	n/a
Replication	small RNA Illumina sequencing data from three biological replicates were used when indicated.
Randomization	n/a
Blinding	n/a

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involvement in the study
☒	☐ Unique biological materials
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	α -HA (Biolegend Cat#:90501), α -Piwi rabbit polyclonal antibody: immunized against (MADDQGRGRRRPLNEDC), commercially available secondary antibodies are described in Experimental Procedures
Validation	α -Piwi rabbit polyclonal antibody was validated using tagged-Piwi proteins and knock-out flies.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Fly strains were generated by Bestgene Inc using the basic strains TH_attP2 nos-Cas9 flies and w1118 as indicated in Experimental Procedures
Wild animals	n/a
Field-collected samples	n/a

How the deposited data were processed for this re-analysis (not part of the article)

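The deposited values are counts of small RNA reads, made by the authors before deposition with cutadapt 1.16 (adapters) and STAR 2.5.4a (removal of structural RNAs, then mapping to dm6), as the paper and the submitters' processing notes state. The deposited tables give raw, uniquely mapped and multimapping reads, reads of 20–30 nt by length and, for 1 library per construct, reads by annotation. All 39 samples in 19 conditions were used and 0 columns stayed unmatched to a sample. Values for first nucleotides, transposon families, upstream positions and clusters come from the paper's Supplementary Data 3 to 6, of which 48 of 101 upstream positions and 1 of 3 LD libraries in the OSC clusters were held.
Shares were computed per library and compared between groups by exact permutation of the library labels, or by 100000 resamples for the 5 genotypes of total RNA. The threshold was 0.05. Benjamini-Hochberg adjustment was made over the 6 OSC mapping comparisons, the 3 of mean length, the 4 nucleotides of the cluster bias, and the clusters of each fit. Tests on total RNA of ovaries and on upstream positions were not adjusted. Shares of single libraries have 95% Clopper-Pearson intervals. Reads per cluster were fitted with limma 3.58.1 in R 4.3.3 on log2 odds with a prior count of 0.5, and with a quasi-binomial model as an alternative. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The reference annotation has the coordinates of dm6, the build that the authors name.
Clusters are named by a rule written when values in the paper's tables, which hold the cluster counts, had been seen. It takes the 5 with the most reads in wt and those that overlap flamenco or traffic jam. It also takes up to 5 past the threshold with the largest change of 1C in each direction (none passed). The last are the 3 with most mutant libraries against the common direction of 1C. Families are the 5 with the most antisense reads in wt and any with at least 1000 reads in both libraries whose share differs from wt by over 2 times, and the paper's tables had been seen when this rule was written. The window for 42AB was written down after its reads had been seen. Replicates with the same number share an index pool in the total RNA of ovaries, where the deviations of the length profiles from their genotype's mean correlate between libraries of the same number at a median of 0.934 (24 of 30 pairs above 0.1), and were permuted within these pools as an alternative. In OSC the median was −0.0988 (8 of 18 above 0.1, values from −0.909 to 0.988), so the length profiles show no common pairing by number. Pairing in other measures was not examined and is not excluded. A replicate block was run for OSC only as an alternative.
Tests, sets of clusters and alternatives were set before the deposited data were examined, with the exceptions listed below. Values in the paper's tables, which hold the cluster, upstream, first-nucleotide and family counts, had been seen when the rule for named clusters was written. For results from these counts it is therefore not certain that the plan came before the values. The exceptions were added after values had been seen. They are tests of mean length and of the 24–29 nt share, and the mean of the 1C bias weighted by reads. Also added were limma with library weights, the levels of U and G upstream and the correlations over the held positions. The plan differs from what was done in 4 points: a cluster without reads in a library counts as missing, length tables hold all replicates where 1 column per construct had been assumed, results over many constructs are summarised by 1 value, and splits of the libraries were compared with a fit of 2 groups, which calls 2 clusters for 1G where the fit of 3 groups calls 3. Simulated data for the test of power were extended to changes of 2 and 4 in log2 odds, and to counting error alone, after the first run had recovered almost nothing.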

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

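The tests of explanations in this part were chosen after the results had been seen. In 14 comparisons within 2 groups of libraries, the 5 of wt and the 6 of Ago3 and GSS in OSC, 6 values stood far from the others of their group. Chance gives about 1 in 20 for independent groups, which these are not, since 5 of the 6 values come from the same 6 libraries and 4 from 1 library. They are the mapped share of wt replicate 5 in OSC (82.6%, next 90.5%), the 1G share of cluster reads in GSS replicate 1 (9.39%) and 4 values of GSS replicate 3, its 1U share of cluster reads (73.1%) and its median bias for 1C (0.470), 1G (0) and 1A (0.00241). The mapped share of LD was 11.5 percentage points above wt in ovaries, where the paper compares 1 library each, and below wt in all 3 OSC libraries, a difference between the tissues that was not tested. Total RNA of ovaries, which the paper does not report on, had a 24–29 nt share in piwi null ovaries that was −17.3 points from that of controls. In its GSS replicate 3, 32.3% of the 20–30 nt reads were 30 nt long, where the highest control had 4.62%. The other libraries of the same index pool, replicate 3, had 9.26% with Ago3, 5.09% with the wt transgene and 0.119% in null ovaries, and replicates 1 and 2 of all genotypes at most 0.0747% except for GSS replicate 1 (3.29%).
Among the main clusters, GSS replicate 3 had no reads for 174 of 544 pairs of cluster and first nucleotide. The other 8 libraries had at most 80 such pairs. A median 1G bias of 0 already means that many clusters held no 1G reads. The empty pairs are thus partly the pattern itself, and their count cannot decide whether this library holds few distinct small RNAs. Its pooled 1C share of 12.3% lies above the highest wt library (9.43%), which argues against a wt library under its label. It is 1 of 9 libraries with another index format, so index format and library cannot be told apart. No biological explanation was tested, as the other GSS libraries share its construct.
LD mapped at up to 39.4% in OSC. The lowest other library with the same index format, Ago3 of ovaries, mapped at 68.6%, which argues against that format as the only cause. In OSC the format has GSS replicate 3 as its only other library. That library mapped at 73.8%, the lowest outside LD, so a smaller contribution of the format is not excluded. At most 56.3% of the mapped reads of LD in OSC were 20–30 nt long, against at least 82.4% in the other OSC libraries, which is consistent with RNA other than piRNAs in these purifications. The account the paper gives of LD, impaired folding, stays open.
Clusters that overlap flamenco held less of the cluster reads in each mutant library of ovaries than in wt. Of 220 pairs of ovary cluster and first nucleotide, at least 86 had no reads in each mutant library, against 18 in wt, but the mutant libraries also hold fewer cluster reads (at most 1101658 against 2462003), which leaves pairs empty as well, so this count does not decide on few distinct small RNAs, an explanation that stays open. The lowest 42AB share of a mutant was 32.9%, against 17.6% in wt, which is consistent with a smaller part of piRNAs from somatic cells in these samples, although shares of 1 total do not move independently. With 1 library per transgene this cannot be set apart from differences between dissections. For LD it also cannot be set apart from genotype, since the paper took LD from piwi heterozygous flies and the others from rescued null ovaries.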

How the results depend on the processing

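The mean of 1C weighted by reads, limma with library weights and the length tests were chosen after values had been seen. Of 346 alternatives for 45 results, 269 left direction and side of the threshold, or the value within its spread, as they were, 5 were weaker, 7 stronger, 54 moved and 11 reversed. In none of these was the cause tested unless stated. Some alternatives leave too few libraries for any p under 0.05, so a result that had not passed could not change side there. The level of U upstream and the LD annotation taken as replicate 2 give no value of their own, since the first is reported as such and the second changes a label only. In simulated data few changed clusters were called at the spread between libraries and most with counting error alone. That spread was 1 value per library and nucleotide, taken from observed shares that include counting error. Depth and spread are therefore not set apart.
The 1U bias passed at the 90th percentile (−0.216) and with all clusters pooled (−0.174), and the 1C bias at the 90th percentile (0.281), pooled (0.246) and weighted by reads (0.249), each at an adjusted p = 0.0476. The 1A bias turned positive with at least 100 reads in each library (0.0148), at the 90th percentile (0.0111), in Ago3 alone (0.0624) and pooled (0.0102), and ranged from −0.0288 to 0.0431 without single libraries (highest without GSS replicate 3).
The quasi-binomial model could not test the cluster called for 1G that had no 1G reads in GSS. Clusters called for 1C were 5 at the 90th percentile, 1 with library weights and 2 in the quasi-binomial model, for 1G 0 in Ago3 alone, 0 at the 90th percentile and 0 in the quasi-binomial model, and for 1A 1 in GSS alone. Without single libraries they were 0 to 2 (1U), 0 to 1 (1C), 0 to 4 (1G) and 0 to 5 (1A, 5 without GSS replicate 1).
With the replicate block, 1 cluster was called for 1G. The upstream U peak kept its difference of −1.22 at p = 0.0741 in the exact permutation test. It was the only result of 23 for which the replicate block changed the side of the threshold. This count does not measure dependence on pairing. With the block, exact permutation tests in OSC cannot go below p = 0.0741, or below 0.25 for 3 pairs, so results that had not passed could not change side. Without single libraries the peak ranged from −1.28 to −1.16, at p = 0.0714 in the exact permutation test without any 1 wt library, the smallest that 6 against 2 allow.
The correlation of 1U with genomic T was 0.337 in wt, 0.512 in Ago3 and 0.332 in GSS over all clusters, and 0.450 in wt with at least 100 reads. The enrichment of 1U in wt was 2.43 over all clusters, 2.41 with at least 100 reads, 2.29 at the 90th percentile and 2.33 to 2.37 without single libraries, and in Ago3 2.11 at the 90th percentile and 2.15 to 2.17 without single libraries.
Without the category of other regions, the median annotation difference was 12.3 in OSC and 32.1 in ovaries. Summed over clusters, where OSC is held for wt, Ago3, GSS and 1 LD library only, the lowest mean 1U share of a construct was 70.6% in OSC (Ago3), and the lowest library of ovaries had 72.6% (LD), and the lowest rho of families with at least 1000 reads 0.855.
Without single libraries, the mapped share of GSS minus wt ranged from −7.05 to 1.59 (positive without GSS replicate 3), and mean length from −0.160 (without wt replicate 4) to 0.309 for Ago3 and from −0.381 (without GSS replicate 3) to 0.477 for GSS. For the 5 genotypes, 1 replicate number was left out of all genotypes at once, so these sums of squares cover fewer libraries than the main ones. They ranged from 72.9 to 83.0 for mapped shares (permutation test, p = 0.0166 without replicate 1). For unique shares they ranged from 48.6 to 80.2 (permutation test, p = 0.002 without replicate 3), and for the 24–29 nt share from 491 to 735 (permutation test, p = 0.159 without replicate 1).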

Differences from the paper's values

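The correlations over upstream positions were chosen after values had been seen, and no alternative for them was set before the data were examined. The paper gives correlations of single nucleotides with wt greater than 0.6 over 101 positions in OSC and ovaries. Over the 48 positions held, −50 to −3, the lowest was 0.284 in OSC and 0.128 in ovaries, both for A in LD. This range leaves out position 0, the piRNA and all positions after it, so the values are not on the paper's range. On the same 48 positions all OSC correlations of Ago3 and GSS were 0.782 or higher, and in ovaries A was below the paper's limit also in Ago3 (0.554) and GSS (0.545).
The paper's lower limit of 0.5 for the correlation of 1U with genomic T was exceeded in the 136 main clusters of wt, Ago3 and GSS, with Spearman's rho and at the 90th percentile. Under 2 alternatives set before the data were examined it was exceeded in Ago3 only. Over all clusters r was 0.337 in wt, 0.512 in Ago3 and 0.332 in GSS, and with at least 100 reads in each library 0.450, 0.605 and 0.450.
The paper states that the mutants lose the bias against 1C. The median 1C bias of the mutants remained below 1, at 0.798 in Ago3 and 0.700 in GSS, though above the 0.487 of wt, and 104 and 114 of 136 clusters were below 1. The paper states that 1C shows the most robust change in the mutants. The median 1C bias changed most in size, by 44.5%, against −9.19% for 1U, −20.2% for 1G and −3.46% for 1A. The values for 1G and 1A depend on GSS replicate 3. Without that library the changes were 54.5% for 1C, −10.7% for 1U, −4.20% for 1G and 15.7% for 1A. By the median over clusters neither 1C (adjusted p = 0.190) nor 1U (adjusted p = 0.0952) passed the exact permutation test. Pooled over clusters, weighted by reads (chosen after values had been seen) or at the 90th percentile 1C passed it, at an adjusted p = 0.0476. So did 1U pooled and at the 90th percentile.
The paper states that LD in ovaries resembles the other libraries in length, transposon targeting and annotation. The most frequent length of LD was 25 nt against 27 nt in the other 3, and its share of reads sense to transposons 28.9% against 11.9% in wt, 24.6% in Ago3 and 21.3% in GSS. The LD annotation covers 24–29 nt reads only and the others all mapped reads, so these shares are not on 1 scale. The family shares of LD correlated with wt at a rho of 0.937. Gypsy held 32.3% of the antisense transposon reads in LD against 68.7% in wt, 44.3% in Ago3 and 52.7% in GSS.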

Other observations

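The comparisons with other splits of the libraries were planned, though values in the paper's tables had been seen when part of the plan was written. Every grouping of the 9 OSC libraries of the cluster counts into 3 and 6 gives 84 splits. For 1U, 1C and 1A the real grouping called 0 clusters, so that 84, 84 and 84 of 84 splits necessarily called as many, which says nothing on chance, and the highest other count was 1, 3 and 5. For 1G the real grouping called 2 clusters in this fit of 2 groups, 7 of 84 splits called as many, and the highest other count was 3, so these calls are consistent with chance differences between libraries.
Ovary clusters outside the claim on 1C had a 1U share of 80.0% in wt, 74.7% in Ago3, 76.4% in GSS and 72.6% in LD. The median 1U bias over the 14 main clusters was 2.37, 2.45, 2.51 and 2.37, not lower in any mutant. Their correlation of 1U with genomic T over 14 clusters was 0.699, 0.213, 0.206 and 0.511. With 1 library per transgene these are values without a test.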
